# Ets transcription factor GABP controls T cell homeostasis and immunity

**DOI:** 10.1038/s41467-017-01020-6

**Published:** 2017-10-20

**Authors:** Chong T. Luo, Hatice U. Osmanbeyoglu, Mytrang H. Do, Michael R. Bivona, Ahmed Toure, Davina Kang, Yuchen Xie, Christina S. Leslie, Ming O. Li

## Abstract

Peripheral T cells are maintained in the absence of vigorous stimuli, and respond to antigenic stimulation by initiating cell cycle progression and functional differentiation. Here we show that depletion of the Ets family transcription factor GA-binding protein (GABP) in T cells impairs T-cell homeostasis. In addition, GABP is critically required for antigen-stimulated T-cell responses in vitro and in vivo. Transcriptome and genome-wide GABP-binding site analyses identify GABP direct targets encoding proteins involved in cellular redox balance and DNA replication, including the Mcm replicative helicases. These findings show that GABP has a nonredundant role in the control of T-cell homeostasis and immunity.

## Abstract (web summary)

T cells need to undergo rapid proliferation in response to antigenic stimulation. Here the authors show that the Ets family transcription factor GABP is required for T-cell homeostasis and response to infection by inducing Mcm3 and Mcm5 expression and enabling S-phase entry.

## Introduction

The peripheral naive T-cell population is maintained in number, diversity, and functional competence under steady-state conditions^1^. This homeostasis relies on signals from T-cell receptor (TCR) self-peptide major histocompatibility complex interaction and the common gamma chain cytokine interleukin 7 (IL-7)^2^. Upon microbial challenge, pathogen-specific T cells grow in size, followed by robust proliferation and differentiation into effector T cells^3^. Disruption of naive T-cell homeostasis and effector T-cell responses results in debilitating and lethal diseases associated with immunodeficiency^4^.

A multitude of transcription factors have been described as important regulators of T-cell responses. For example, the forkhead box O (Foxo) family of transcription factors are essential for naive T-cell survival and trafficking, in part through the regulation of IL-7 receptor α-chain (IL-7Rα), L-selectin (CD62L) and the chemokine receptor CCR7^5^. In addition, the E twenty-six (Ets) family of transcriptional factors, characterized by a conserved DNA-binding domain that recognizes nucleotide sequences with a GGAA/T core motif, have been implicated in T-cell regulation^6^. T cells deficient in Ets1 are more susceptible to cell death^7, 8^. By contrast, depletion of Elf4 results in enhanced homeostatic and antigen-drive proliferation of CD8^+^ T cells^9^, suggesting that Ets proteins can function as both positive and negative modulators of peripheral T-cell responses.

Compared with other Ets family transcription factors, GA-binding protein (GABP) is a unique member as it functions as an obligate multimeric complex^10^. GABP is composed of GABPα, which binds to DNA through its Ets domain but lacks transactivation capability, and GABPβ that is recruited by GABPα and contains the transcription activation domain^11, 12^. GABPα has a single transcript isoform that is widely expressed across tissue types, whereas GABPβ has multiple isoforms and some can dimerize, allowing for the formation of a GABPα_2_/β_2_ heterotetramer complex^13, 14^. Targets of GABP include housekeeping genes, such as those involved in ribosomal and mitochondrial biogenesis^10, 15, 16^, which might account for the embryonic lethal phenotype of GABPα-deficient mice^17, 18^. GABP also regulates tissue-restricted targets such as acetylcholine receptors in neuro-muscular synapse and integrin-β2 in myeloid cells^19, 20^. Moreover, GABP has been shown to facilitate the progression of multiple cancers, including chronic myeloid leukemia, liver cancer, and glioblastomas^21–24^.

Studies of GABP in T cells have mainly focused on its role in the control of *Il7ra* transcription^18^. Analysis of embryonic thymocytes from mice harboring constitutive depletion of the *Gabpa* gene revealed a complete abolishment of IL-7Rα expression^18^. A later report using *Lck-Cre* to trigger conditional knockout of *Gabpa* gene from CD4^−^CD8^−^ double-negative (DN) 1-DN2 thymocytes showed that T-cell development was arrested at the DN3 stage^25^. However, IL-7Rα expression was not defective in DN3 thymocytes, and it was only partially reduced in DN4 cells^25^. Furthermore, ectopic expression of IL-7Rα failed to alleviate the DN3 block caused by GABPα ablation^25^, suggesting that GABPα regulation of early T-cell development is independent of IL-7Rα. Nevertheless, it is unclear whether GABPα regulates IL-7Rα expression in mature T cells, and whether GABPα has additional functions in the control of T-cell homeostasis and effector T-cell responses.

In this report, we utilize a mouse model that ablates GABPα from CD4^+^CD8^+^ double-positive (DP) thymocytes. We find that although T-cell development is largely unperturbed, loss of GABPα triggers a diminishment of peripheral T-cell populations. In vitro culture experiments show that GABPα is crucial for T-cell activation, proliferation, and survival upon antigen challenge. Mechanistic studies identify GABP target genes involved in the control of cellular redox balance, DNA replication, and cell cycle progression. Consequently, depletion of GABPα impairs T-cell homeostatic survival, proliferation, and antigen-induced responses in vivo. Collectively, our findings identify GABP as a central regulator of T-cell homeostasis and T-cell immunity.

## Results

### T-cell development is unperturbed in *CD4*^*Cre*^*Gabpa*^*f/f*^ mice

GABPα deficiency in T-cell progenitors results in compromised T-cell development^18, 25^. To study the function of GABPα beyond the early stages of T-cell differentiation, we crossed mice carrying floxed *Gabpa* alleles (*Gabpa* ^*f/f*^)^26^ with *CD4* ^*Cre*^ transgenic mice in which the Cre recombinase is expressed in DP thymocytes. GABPα protein was barely detectable in CD4^+^ or CD8^+^ T cells isolated from the spleen and lymph nodes (LNs) of *CD4* ^*Cre*^ *Gabpa* ^*f/f*^ mice, revealing that *Gabpa* was efficiently deleted in both CD4^+^ and CD8^+^ T cells in these mice, hereafter designated as knockout (KO) mice (Fig. 1a). Thymic cellularity was comparable between 5- to 8-week-old KO mice and *Gabpa* ^*f/f*^ littermate controls, hereafter designated as wild-type (WT) mice (Fig. 1b). In addition, the proportions of DN, DP, and CD4 or CD8 single-positive (SP) subsets were comparable between WT and KO mice, with the exception of 20% reduction of CD8SP cells in KO mice (Fig. 1c, d). These observations demonstrate that thymic selection is largely unaltered *in CD4* ^*Cre*^ *Gabpa* ^*f/f*^ mice.

**Fig. 1:**
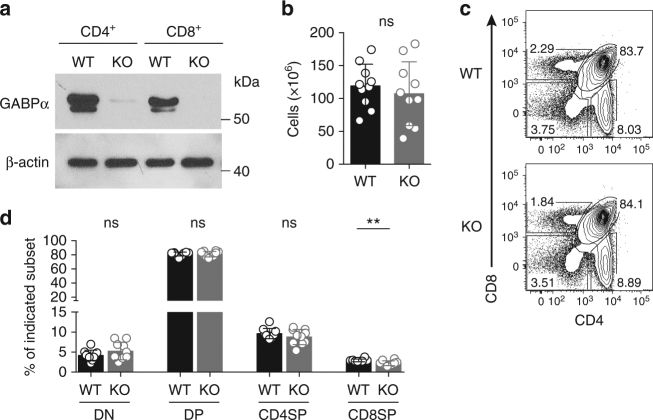
Thymocyte development in T-cell-specific GABPα-deficient mice. **a** Immunoblotting analysis of GABPα in purified CD4^+^ and CD8^+^ T cells from the spleens and lymph nodes (LNs) of *Gabpa* ^*f/f*^ (wild-type, WT) and *CD4* ^*Cre*^ *Gabpa* ^*f/f*^ (KO) mice. β-actin was used as a loading control. Uncropped western blotting images were included in Supplementary Fig. 10. **b** Total numbers of thymocyte in WT and KO mice. **c** Flow cytometric analysis of CD4 and CD8 expression on thymocytes of WT and KO mice. **d** Percentages of CD4^−^CD8^−^(double-negative, DN), CD4^+^CD8^+^ (double-positive, DP), CD4^+^ or CD8^+^ single-positive (SP) subsets. Mice of 5–8-week old were used. Data represent 10 mice per genotype analyzed in at least three independent experiments (mean ± SEM; unpaired *t*-test)

### GABPα deficiency impairs peripheral T-cell homeostasis

To investigate whether GABPα deficiency affects T-cell homeostasis, we enumerated total, CD4^+^ and CD8^+^ T cells in peripheral lymphoid organs. Compared to WT mice, GABPα-deficient mice had about twofold reduction of splenic and LN TCRβ^+^ cells (Fig. 2a–c and Supplementary Fig. 1a–c). Among TCRβ^+^ cells, CD8^+^ T cells were more severely affected, as the ratio of CD4^+^ to CD8^+^ T cells was higher in KO mice (Supplementary Fig. 1d, e). Further analysis of expression of the T-cell activation marker CD44 revealed that KO mice had reduced fractions of activated or memory phenotype CD4^+^ or CD8^+^ T cells (Fig. 2d and Supplementary Fig. 1f). The number of CD44^lo^ naive T cells and CD44^hi^ activated memory T cells was reduced by 2-3-fold and 5−7-fold, respectively, in KO mice (Fig. 2e and Supplementary Fig. 1g). Together, these findings reveal an essential role for GABPα in the maintenance of peripheral T cells.

**Fig. 2:**
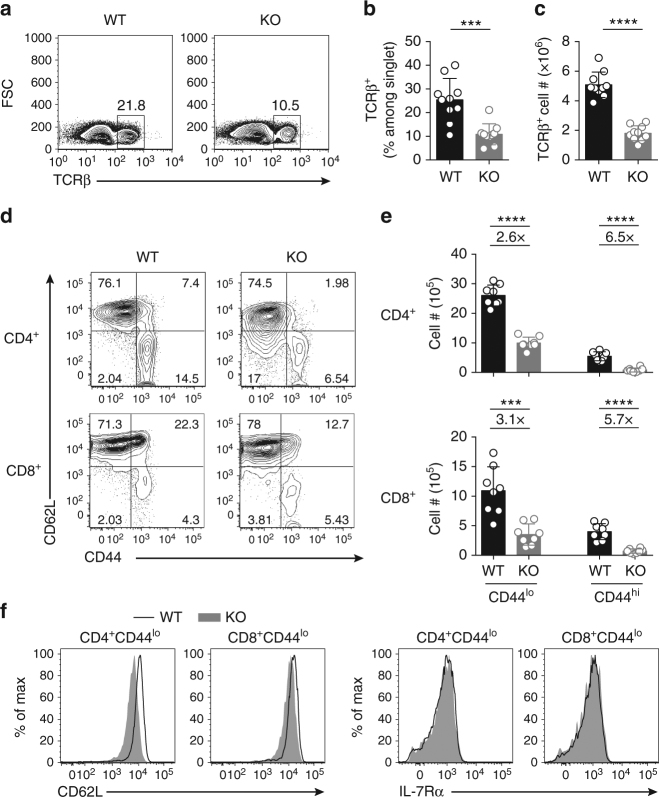
Mice with T-cell-specific disruption of GABPα have fewer peripheral T cells. **a** Flow cytometric analysis of TCRβ expression on live singlet cells from spleen of *Gabpa* ^*f/f*^ (wild-type, WT) and *CD4* ^*Cre*^ *Gabpa* ^*f/f*^ (KO) mice. **b**, **c** Fractions of TCRβ^+^ cells among total live cells (**b**), and numbers of TCRβ^+^ cells (**c**) in the spleens of WT and KO mice. **d** Flow cytometric analysis of CD44 and CD62L expression on CD4^+^ and CD8^+^ T cells from spleen of WT and KO mice. **e** Numbers of CD44^lo^ and CD44^hi^ subsets of CD4^+^ and CD8^+^ in the spleens of WT and KO mice. Fold changes comparing KO to WT are shown above the plots. **f** Expression of CD62L and IL-7Rα in CD44^lo^ naive CD4^+^ and CD8^+^ T cells from spleens of WT and KO mice. Mice of 5–8-week old were used. Data represent 8–10 mice per genotype analyzed in at least three independent experiments (mean ± SEM; unpaired *t*-test). ns = not significant. ***P < 0.001, ****P < 0.0001

Naive T-cell homeostasis is dependent on CD62L and IL-7Rα to support T-cell trafficking, survival, and homeostatic proliferation, and their expression is under the control of the forkhead family transcription factor Foxo1^27, 28^. To test whether GABPα is required for naive T-cell survival in vitro, we purified naive CD4^+^ and CD8^+^ T cells from WT and KO mice, and cultured them with IL-7 containing medium. Although both WT and KO cells retained naive and quiescent phenotype, loss of GABP resulted in compromised cell survival (Supplementary Fig. 2). Previous studies have implicated a role of GABPα in the transactivation of the *Il7r* locus in T cells^18, 25^, which might contribute to the GABPα-dependent naive T-cell survival. Surprisingly, while CD44^lo^ naive T cells from GABPα-deficient mice expressed modestly lower levels of CD62L than control cells from WT mice (Fig. 2d, f and Supplementary Fig. 1f, h), expression of IL-7Rα was not different between WT and KO T cells (Fig. 2f and Supplementary Fig. 1h). Thus, the regulation of GABPα in T-cell homeostasis is independent of IL-7Rα-mediated mechanisms.

### GABPα deficiency impairs antigen-induced T-cell responses

In addition to the naive T-cell defects, *CD4* ^*Cre*^ *Gabpa* ^*f/f*^ mice possessed a more pronounced loss of activated memory T cells (Fig. 2e and Supplementary Fig. 1g). To determine whether GABPα is required for antigen-stimulated T-cell responses, we isolated naive CD4^+^ and CD8^+^ T cells from WT and KO mice, and stimulated them with CD3 and CD28 antibodies in the presence of IL-2. At 12-h post stimulation, GABPα-replete and -deficient T cells upregulated CD69 and CD25 to a comparable level (Fig. 3a), suggesting that GABPα deficiency did not impair TCR signaling. However, in contrast to WT T cells, KO T cells failed to expand their cell size and further augment the expression of CD69 and CD25 at the 36-h time point (Fig. 3a). In line with the attenuated expression of activation markers, production of IL-2 was abrogated in KO T cells as well (Fig. 3b). Furthermore, GABPα-depleted T cells did not undergo cell division (Fig. 3c), and they were more prone to cell death (Fig. 3d). To further test whether the GABP-mediated regulation is dependent on IL-2 receptor signaling, we stimulated WT and KO T cells in the absence of exogenous IL-2, and similar defects in cell activation, proliferation, and survival in GABP-deficient T cells were observed (Supplementary Fig. 3). Collectively, these observations reveal a crucial function for GABPα in the control of T-cell activation, proliferation, and survival upon antigen challenge.

**Fig. 3:**
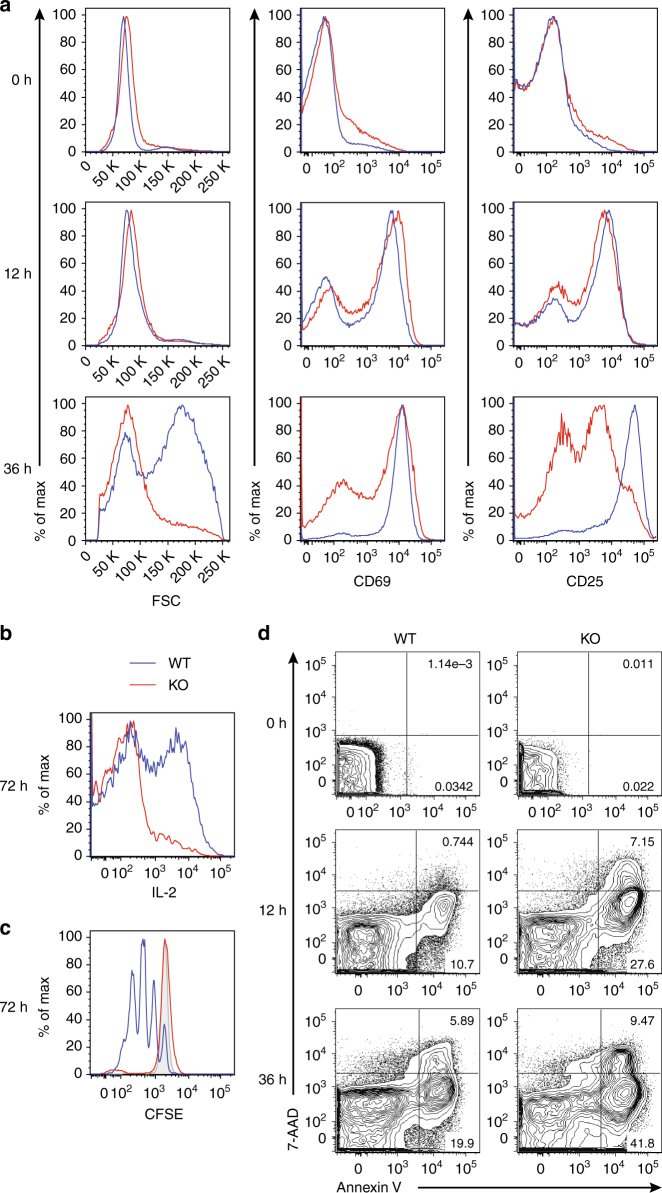
GABPα is required for T-cell responses to antigen stimulation in vitro. Naive (CD62L^hi^ CD44^lo^) CD4^+^ or CD8^+^ T cells from *Gabpa* ^*f/f*^ (WT) and *CD4* ^*Cre*^ *Gabpa* ^*f/f*^ (KO) mice were purified by flow cytometric sorting, and were subjected to anti-CD3 and anti-CD28 stimulation in the presence of IL-2. Representative plots from CD8^+^ T-cell culture were shown. **a** Analysis of cell size (FSC) and activation markers, CD69 and CD25, at 0, 12, and 36 h post stimulation. **b** Seventy-two hour after cell culture, WT and KO cells were restimulated with PMA and ionomycin for 4 h and analyzed for the expression of IL-2 by intracellular cytokine staining. **c** WT and KO cells were labeled with the cytosolic dye CFSE, and cell division was assessed by the dilution of CFSE. Gray shaded line shows CFSE level of undivided cells. **d** Cell death was assessed with Annexin V and 7-AAD staining. Data represent at least three independent experiments

### GABPα controls a distinct transcriptional program in T cells

To define the genetic programs by which GABPα controls T-cell responses, we performed transcriptome analysis of GABPα-sufficient and -deficient cells. We purified naive CD4^+^ and CD8^+^ T cells from WT and KO mice, and either extracted RNA from the sorted T cells (0-h group), or stimulated T cells with anti-CD3 and anti-CD28 in the presence of IL-2 for 18 h before RNA extraction (18-h group). As T-cell homeostasis and antigen-induced responses were affected in both CD4^+^ and CD8^+^ T cells, we focused on transcripts that had consistent changes between CD4^+^ and CD8^+^ T cells, and were differentially expressed between WT and KO T cells at 0-h and/or 18-h time points. We uncovered 109 and 80 genes that were downregulated or upregulated, respectively, in KO T cells by more than 1.5-fold and with a false discovery rate <0.05 (Supplementary Data 1).

Gene ontology association analysis revealed that cellular processes including protein and nucleotide metabolism, protein transport and localization, cell cycle progression, cell death regulation, and cellular responses to stress were significantly over-represented in the GABPα-regulated genes (Supplementary Fig. 4 and Supplementary Data 2). Among the genes downregulated in KO T cells, ~70% of them were differentially expressed at both 0- and 18-h time points. These genes encode proteins that are involved in basic cellular activities, such as microtubule organization and vesicle transportation (*Ccz1*, *Nubp1*, and *Mcrs1*), and mitochondrial biogenesis and function (*Stoml2*, *Romo1*, *Ndufaf1*, *Idh3b*, *Mrpl16*, and *Mrps35*), which could explain the homeostatic defects manifested by both naive and activated T cells lacking GABPα (Supplementary Data 1 and Fig. 2e). Moreover, about 30% of the downregulated genes showed compromised expression in KO T cells only at the 18-h time point (Supplementary Data 1). Many of these genes, including *Tyms*, *Shmt1*, *Pola2*, *Lig1*, *Mcm3*, and *Mcm5*, are important for folate-dependent de novo thymidylate biosynthesis and DNA replication. They were induced in WT cells in response to TCR stimulation, but the induction was abolished in the absence of GABPα (Supplementary Data 1). This additional group of activation-associated genes might be responsible for the exacerbated phenotype exhibited by GABPα-deficient activated T cells compared with the naive counterparts (Fig. 2d, e). On the other hand, the genes that were upregulated in GABP-null cells are mainly involved in ER stress responses and the induction of apoptosis and senescence (*Gadd45g*, *Ddit3*, *Phlda3*, *Pdia5*, *Blcap*, and *Phlda3*), which may explain the survival defects of GABPα-deficient T cells (Supplementary Data 1, Supplementary Fig. 3d, and Supplementary Fig. 2).

We wished to define the direct GABPα-dependent transcriptional program in T cells. To this end, we performed chromatin immunoprecipitation coupled to high-throughput sequencing (ChIP-seq) experiments. 

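CD4+ T cells of wild-type mice gave 1 GABPα ChIP library and 1 library of input DNA, which served as the control for the peak calling. With 1 ChIP library there are no replicates, so every value from this experiment describes that library alone and no p-value is given. The authors sequenced 36-bp single-end reads, trimmed adapters and bases with a quality score under 20, discarded reads with fewer than 30 remaining bases, and aligned the rest to the mm10 mouse genome with bowtie. The paper's text does not name how reads that match several places of the genome were treated. Peaks were called with MACS2 at a q value cutoff of 0.01. The deposited list gives the chromosome, start and end of each peak, and its score column is empty. The height, fold enrichment and q value of a peak and the depth of both libraries are therefore unknown here, and peak width was used wherever peaks were ranked. Starts in the list were taken as 0-based and are given here as 1-based positions of mm10 (GRCm38). Each peak was placed in 1 class with the GENCODE M21 annotation, in the order promoter, immediate downstream, 5′ UTR, 3′ UTR, exon, intron and intergenic, by an overlap of at least 1 bp. A promoter was the 1000 bp upstream of a transcript start, and immediate downstream the 1000 bp past a transcript end. The GABP motif was counted as CCGGAAG on either strand, after the consensus in Fig. 4b. Shares of peaks are given with Wilson 95% intervals, which cover counting error only.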

Using a cutoff of false discovery rate of 0.01, we uncovered 6782 genomic loci that were enriched in GABPα antibody pulldown compared with the chromatin input (Supplementary Data 3). 

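The deposited list held 6782 peaks on chromosomes 1 to 19, X and Y, from 84 on chromosome Y to 492 on chromosome 2. Their widths ran from 104 to 5151 bp, with a median of 157 bp and quartiles of 118 and 224 bp, and 696 peaks (10.3%) had the smallest width. Together they covered 1271.2 kb. Merging peaks within 500 bp of each other left 6531. Restricting the list to the 3407 peaks at or above the median width moved the count most. Repeats took up a large part of the list: in 2701 peaks (39.8%, 95% interval 38.7 to 41.0) at least 50% of the bases are soft-masked as repeats in the reference. In 2418 peaks (35.7%) no 36-base sequence, the length of the reads, occurs only 1 time in the genome, against 6.30% of windows of the same widths placed at random on the same chromosomes. The 5 widest peaks lie at chromosome 9 from 3013642 to 3018792 (5151 bp), chromosome 14 from 19415696 to 19419731 (4036 bp), chromosome 9 from 3029169 to 3032982 (3814 bp), chromosome 17 from 39843011 to 39846414 (3404 bp) and chromosome 9 from 3026129 to 3029132 (3004 bp). Of these, only the peak on chromosome 17 holds CCGGAAG. Of its bases 4.91% are soft-masked, against 96.2% of the bases of the widest. All 5 are counted as promoter peaks. Soft-masking describes the reference only, and does not show whether a sequence has more copies than the assembly holds.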

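Of the 6782 peaks in CD4+ T cells, 3491 (51.5%, 95% interval 50.3 to 52.7) overlapped the 1000 bp upstream of a transcript start. When the same peaks were placed at random on their own chromosomes 1000 times, a mean of 3.99% fell in promoters and at most 4.76% did, so the observed share was 12.9-fold the random mean. Peaks in 5′ UTRs outside promoters were also above every random placement, at 0.708% against a mean of 0.217%. The other classes were below all 1000 placements. Each peak is in 1 class, so the promoter excess by itself lowers the shares left to the others. These shares therefore do not show that introns or intergenic sequence are avoided. Introns held 14.6% of the peaks against a random mean of 38.0%, and intergenic sequence 30.0% against 49.7%. Exons held 1.30%, the 1000 bp past transcript ends 1.77% and 3′ UTRs 0.177%. A transcript start itself lay within 2916 peaks (43.0%). The promoter share depended most on peak width, and reached 89.1% among the widest 10% of the peaks.

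**Figure D1:**
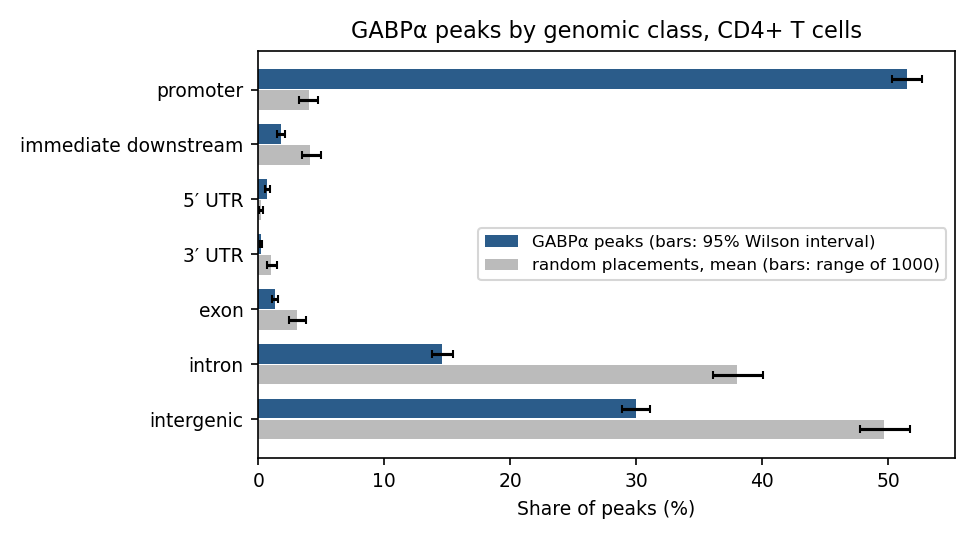
Share of GABPα peaks in each genomic class (blue bars, in percent, with 95% Wilson intervals) beside the mean of 1000 random placements of the same peaks (grey bars, with the range of the placements). Promoters hold 51.5% of the peaks against 3.99% at random, and introns and intergenic sequence hold less than at random. Each peak is in 1 class, so the promoter excess by itself lowers the other shares.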

We found that the GABPα-binding sites were mostly enriched in gene promoter regions (Fig. 4a). De novo motif prediction from the peaks also revealed a conserved GABPα recognition site containing the GGAA core (Fig. 4b). In addition, we could identify previously characterized binding sites of GABPα target genes^29^, including the sites in the proximal promoter regions of *Gabpa* and *Cox5b* (Supplementary Fig. 6a). Nonetheless, *Il7r* did not appear to be a GABPα target gene, as WT and KO cells contained comparable amounts of *Il7r* mRNA, and no GABPα-binding peak was found in the *Il7r* gene locus (Supplementary Fig. 5b). These observations are consistent with the ex vivo analysis of IL-7Rα (Fig. 2f and Supplementary Fig. 1h), further supporting IL-7Rα-independent mechanisms of T-cell regulation by GABPα.

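CCGGAAG occurred in 2148 of the 6782 peaks (31.7%, 95% interval 30.6 to 32.8). In windows of the same widths 2000 bp to either side of the peaks it occurred in 75 of 13424 (0.559%, 0.446 to 0.700), and after shuffling each peak's sequence with its dinucleotides kept it occurred in 3.38%. The GGAA core by itself was in 86.2% of the peaks and 81.7% of the flanking windows, since so short a sequence is frequent by chance. Counting GGAA in place of CCGGAAG was the alternative that moved the share of peaks most. Promoter peaks held CCGGAAG in 1963 of 3491 cases (56.2%, 54.6 to 57.9), while the other peaks held it in 185 of 3291 (5.62%, 4.88 to 6.46). Peaks outside promoters divided by sequence: where at least 50% of the bases were soft-masked the motif was in 13 of 2628 peaks (0.495%), and in the remaining 663 it was in 172 (25.9%). Wider peaks held the motif more often. It was in 32.9% of the promoter peaks of 104 to 110 bp and in 71.3% of those over 250 bp, and promoter peaks exceeded other peaks in each of the 6 width groups with separate 95% intervals. In promoter peaks with the motif, the copy nearest the peak midpoint lay at a median of 17.5 bp from it, and 84.97% lay within 50 bp. Copies were sought only inside the peak, so peak width limits this distance. No background was set beside it, so the distance by itself does not show that the motif is centred.

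**Figure D2:**
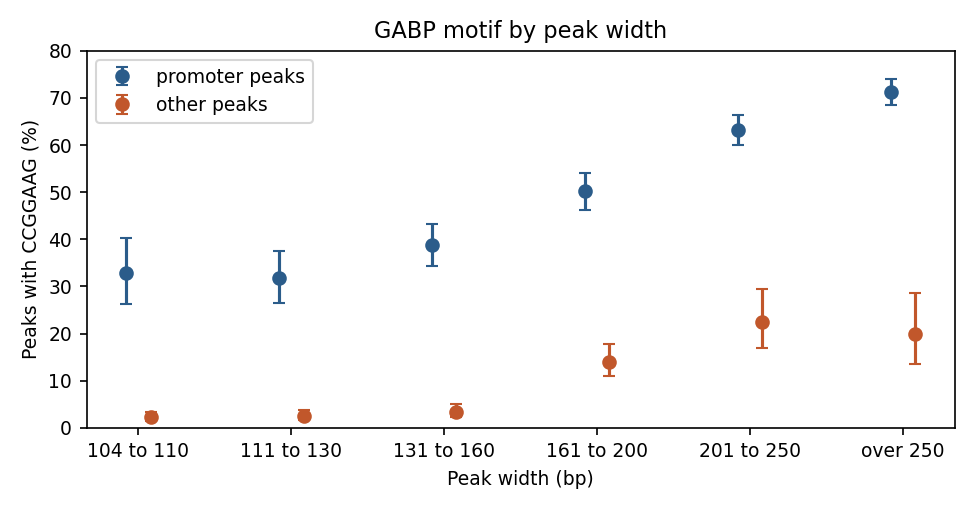
Share of peaks with CCGGAAG (y axis, percent) by peak width (x axis, bp) for promoter peaks (blue) and other peaks (orange), with 95% Wilson intervals. Promoter peaks reach 71.3% in the widest group, and other peaks lie lower in each of the 6 groups.

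**Figure D3:**
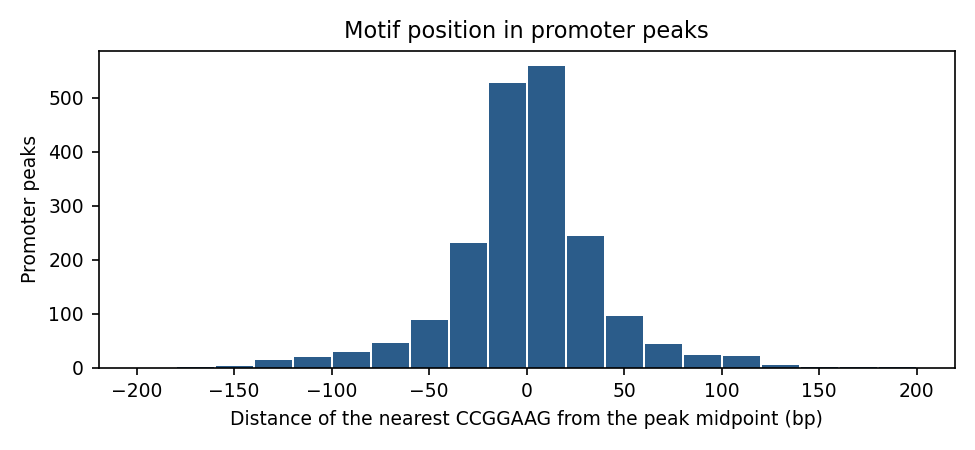
Number of promoter peaks (y axis) by the distance in bp of the nearest CCGGAAG from the peak midpoint (x axis, bins of 20 bp). Of the 1963 peaks, 84.97% lie within 50 bp, and distances over 200 bp are not drawn. Copies were sought only inside the peak, so peak width limits the distance.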

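The list holds 2 peaks within 1000 bp of a transcript start of Gabpa (ENSMUSG00000008976.16, chromosome 16 from 84834925 to 84863779 on the plus strand). Only the peak of 370 bp over the gene's start, reaching from 84834762 to 84835131, is described here. Its width was at the 96.4th percentile of the list. It holds 6 GGAA cores, and the core at position -65 from the start reads AGGGCCGGAAGTAGAA on the minus strand. The peak at Cox5b (ENSMUSG00000061518.11, chromosome 1 from 36691449 to 36693681, plus strand) was 287 bp wide, at the 89.5th percentile, and covered 36691379 to 36691665 with the gene's start inside it. It holds 5 cores, and the core at position 110 from the start reads GTTCCCGGAAGTGCAT on the plus strand. All 36-base sequences of the Gabpa peak of 370 bp occur only 1 time in the genome, as do 64.8% of those of the Cox5b peak.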

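Il7r (ENSMUSG00000003882.5) lies on chromosome 15 from 9505788 to 9530176 on the minus strand. No peak overlapped the gene, and 0 peaks lay within 50 kb of it. The nearest peak, from 9443125 to 9443228, was 62559 bp from the gene body and 86948 bp from its start, in an intron of another transcript. That peak had the smallest width of the list, 104 bp, all its bases are soft-masked, and it holds neither CCGGAAG nor GGAA. Among peaks at or above the median width, the nearest was 955621 bp from the gene. The list holds only intervals past the authors' cutoff, so a weaker enrichment at the gene would not appear in it. From the missing peak, together with comparable Il7r mRNA in WT and KO cells, the paper reasons that Il7r did not appear to be a target of GABPα.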

**Fig. 4:**
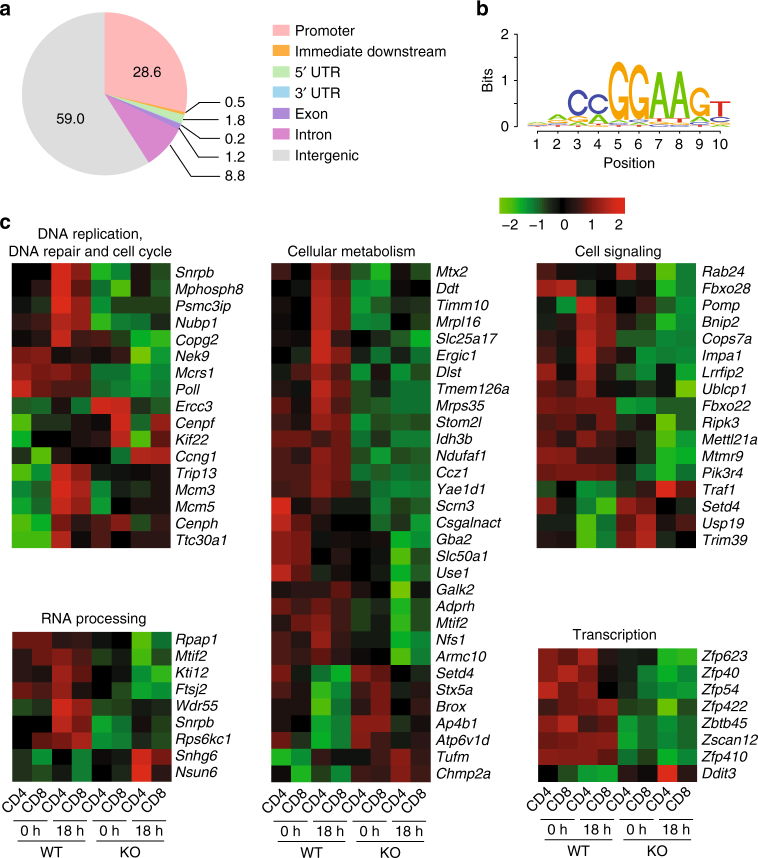
GABPα-dependent transcriptional program in T cells. **a** Pie chart of distribution of GABPα-binding peaks discovered from ChIP sequencing. **b** The consensus sequence motif identified in the GABPα-binding sites by the HOMER program. **c** Heat map of GABPα direct target genes in WT and GABPα-deficient CD4^+^ and CD8^+^ T cells at two different time points: 0-h, sorted (CD62L^hi^CD44^lo^) naive T cells; 18-h, sorted naive T cells were subjected to anti-CD3 and anti-CD28 stimulation in the presence of IL-2 for 18 h. GABPα direct target genes were defined as: (1) differentially expressed between WT and GABPα knockout T cells at 0- or 18-h time point or both; (2) expression changes were consistent between CD4^+^ and CD8^+^ T cells; (3) GABPα was recruited to the gene locus in the ChIP-seq experiment. The genes were divided into five groups on the basis of gene ontology

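Supplementary Data 1 of the paper lists 189 genes that changed in both CD4+ and CD8+ GABPα-deficient T cells. Direction was taken from the authors' log2 fold changes, with adjusted p-values under 0.05 in both subsets at the same time point. By this rule 108 were lower and 81 higher in KO cells, where the paper gives 109 and 80. Of the 189 genes, 188 were matched to the annotation (186 by Entrez identifier and 2 by symbol). A ChIP-seq peak of CD4+ T cells lay within 1000 bp of a transcript start in 78 of the 108 lower genes (72.2%, 95% interval 63.1 to 79.8) and in 34 of the 80 matched higher genes (42.5%, 32.3 to 53.4). The difference was 29.7 percentage points (95% interval 15.5 to 42.5). None of 10000 random relabellings of the same genes gave a difference as large, and 95% of them lay between -13.8 and 14.5. With only the peaks at or above the median width, the alternative that moved it most, the difference was 23.3 points. Of the 15 genes the paper names as lower in KO cells, for basic cellular activities, mitochondria, thymidylate synthesis and DNA replication, 11 had a peak within this distance: Ccz1, Nubp1, Mcrs1, Stoml2, Romo1, Ndufaf1, Idh3b, Mrpl16, Mrps35, Mcm3 and Mcm5. Tyms, Shmt1, Pola2 and Lig1 had none, and the peaks nearest the starts of the last 3 were 19092, 82701 and 21163 bp away. Of the 5 genes it names as higher, 1 had a peak: at Ddit3 it was 120 bp wide and ended 88 bp upstream of the start. Gadd45g, Phlda3, Pdia5 and Blcap had none, and the peaks nearest their starts were 179816, 106354, 279408 and 21522 bp away. The copy of Supplementary Data 4 used here holds 91 of its 95 genes, so no comparison of gene sets was made with it. Its 99 peak intervals have the same start and end as 99 intervals of the deposited list.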

By cross-referencing the transcriptome and the ChIP-seq data sets, we could identify 95 putative direct target genes of GABPα, among which 70 and 25 were activated or repressed by GABPα, respectively (Fig. 4c and Supplementary Data 4). Further gene ontology analysis revealed that the GABPα direct target genes were strongly associated with DNA replication, DNA repair, centrosome and cell cycle regulation, RNA processing, protein and sugar metabolism, signal transduction, and transcription (Fig. 4c, Supplementary Fig. 6, and Supplementary Data 5). Among the putative GABPα direct targets are those encoding mitochondrial ribosomal proteins (*Mrpl16* and *Mrps35*), mitochondrial membrane proteins (*Stoml2* and *Tmem126a*), enzymes involved in mitochondrial protein synthesis and quality control (*Mtx2*, *Oma1*, and *Mtif2*), as well as essential components of electron transport chain and oxidative phosphorylation (*Idh3b, Ndufaf1*, and *Dlst*) (Fig. 4c). 

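Each of these 10 genes had a peak within 1000 bp of a transcript start, and in 9 of them the peak covered the gene's start. Binding at the locus in this ChIP-seq experiment was part of the paper's definition of direct targets. The presence of a peak at these genes is therefore no independent evidence. At Stoml2 (ENSMUSG00000028455.15, chromosome 4 from 43027690 to 43031710, minus strand) the peak from 43031337 to 43031580 lay 130 bp downstream of it and covered the start of another annotated Stoml2 transcript, at 43031456. The 10 peaks were 114 to 291 bp wide, with a median of 232 bp, and CCGGAAG was in 8 of them. Among the remaining 2, the peak of Mrpl16 (chromosome 19 from 11770199 to 11770489), the widest of the 10, holds CGGAAG without the preceding C, and the peak of Oma1 (chromosome 4 from 103313716 to 103313878) holds GGAA cores only. The narrowest was at Tmem126a, on chromosome 7 from 90457191 to 90457304. All 36-base sequences of these peaks occur only 1 time in the genome.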

In line with these observations, GABPα-deficient T cells possessed heightened levels of both cellular and mitochondrial reactive oxygen species (ROS) (Supplementary Fig. 7). These findings indicate a critical role for GABPα in the control of cellular metabolism and redox balance, the deficiency of which may affect T-cell homeostasis.

### GABPα promotes *Mcm* expression and DNA replication in T cells

Considering that several GABPα target genes were involved in cell cycle regulation and GABPα-deficient T cells failed to proliferate (Figs. 4c and 3c), we wished to determine the exact stage of GABPα-dependent cell cycle progression in T cells. To this end, we stimulated WT and KO T cells with CD3 and CD28 antibodies, and pulse-labeled T cells with EdU, a nucleoside analog of thymidine, which can be incorporated into the replicating DNA. Strikingly, while ~20% WT cells incorporated EdU, less than 1% GABPα-deficient T cells did so (Fig. 5a). These observations demonstrate that GABPα promotes S phase transition in T cells.

**Fig. 5:**
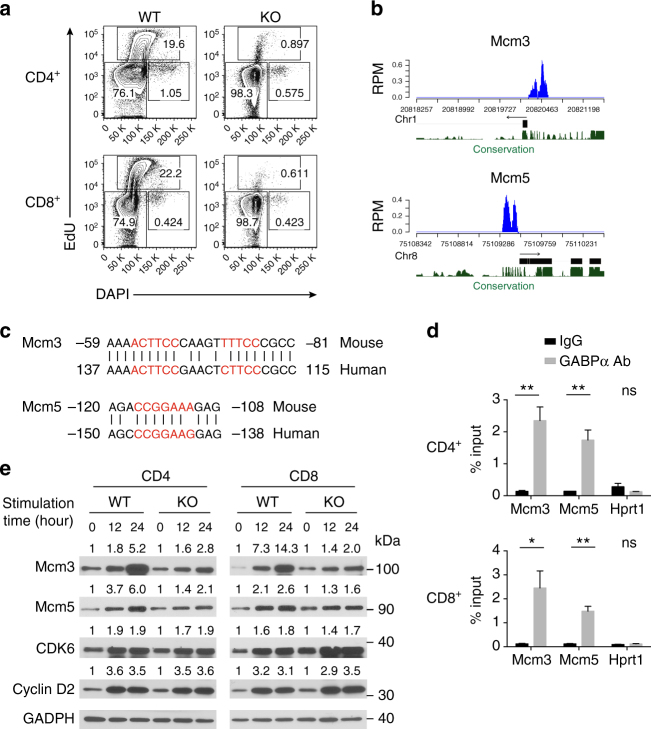
GABPα regulates DNA replication and cell cycle progression. **a** Naive (CD62L^hi^ CD44^lo^) CD4^+^ or CD8^+^ T cells from *Gabpa* ^*f/f*^ (WT) and *CD4* ^*Cre*^ *Gabpa* ^*f/f*^ (KO) mice were purified by flow cytometric sorting, and were subjected to anti-CD3 and anti-CD28 stimulation in the presence of IL-2. After 22 h, cells were pulsed with EdU for 2 h. Flow cytometric analysis of DAPI and EdU was shown. **b** GABPα-bound regions in the *Mcm3* and *Mcm5* gene loci. Gene structure, chromosomal location, and sequence homology were shown below the binding peaks. The *Y*-axis represent read per million (RPM). **c** Alignment of the conserved GABPα-binding sites in mouse and human *Mcm3* and *Mcm5* proximal promoter regions. The consensus GABPα-binding sequences were marked in red, and nucleotides were numbered relative to the transcription start site. **d** ChIP-qPCR validation of GABPα binding to the promoter regions of *Mcm3* and *Mcm5* genes in WT CD4^+^ T cells and CD8^+^ T cells. IgG was used as a control for the GABPα antibody. *Hprt1* locus was used as a negative control. Bars are mean ± SEM with unpaired *t*-test, ns = not significant, *P < 0.05, **P < 0.01. **e** Naive CD4^+^ or CD8^+^ T cells from WT and KO mice were purified by flow cytometric sorting, and were stimulated with CD3 and CD28 antibodies in the presence of IL-2 for 0, 12, or 24 h. Immunoblotting analysis of Mcm3, Mcm5, CDK6, and Cyclin D2 was shown. GADPH was used as a loading control. The relative amounts of proteins were normalized to the 0-h time point of each individual group. Uncropped western blotting images were included in Supplementary Fig. 10

Among the GABPα direct target genes, *Mcm3* and *Mcm5* have been implicated in the regulation of S phase entry (Fig. 4c). The minichromosome maintenance (Mcm) proteins are a family of highly conserved proteins that form a hexameric complex (Mcm2-7), which functions as a replicative helicase crucial for the initiation and elongation of DNA replication in eukaryotes^30^. TCR and CD28 stimulation of WT T cells induced the expression of Mcm3 and Mcm5, but this induction was diminished in GABP-deficient T cells (Fig. 4c). In addition, GABPα was recruited to the promoters of *Mcm3* and *Mcm5* (Fig. 5b), with evolutionarily conserved GABP-binding elements identified within these regions (Fig. 5c). 

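The peak at Mcm3 (ENSMUSG00000041859.10, chromosome 1 from 20802968 to 20820312, minus strand) reached from 20820269 to 20820564 and covered the gene's start. At 296 bp it was at the 91.0th percentile of width, and none of its 10 GGAA cores is part of CCGGAAG. The core on the plus strand 12 bp downstream of the start reads CGCCACGGAAGTTTAT and is the CGGAAG of this peak. The peak at Mcm5 (ENSMUSG00000005410.6, chromosome 8 from 75109569 to 75128439, plus strand) was narrower, at 114 bp and the 20.8th percentile. It lay from 75109351 to 75109464, and its end was 105 bp upstream of the start. It holds 2 GGAA cores and no CGGAAG. The core at position -175 from the start lies in AAAATGGAGACCGGAAAGAGTTGACTC (75109382 to 75109408). Both peaks consist of 36-base sequences that occur only 1 time in the genome. The primers given in the Methods for the ChIP-qPCR match 107 bp inside the Mcm3 peak (20820434 to 20820540) and 121 bp at Mcm5 (75109381 to 75109501), of which 84 bp overlap the peak. The control amplicon of Hprt (chromosome X from 53021117 to 53021276) was 394703 bp from the nearest peak. Of the other members of the helicase, Mcm7 (ENSMUSG00000029730.16, chromosome 5 from 138164583 to 138172422) had a peak from 138171147 to 138171375. It was 1047 bp from the start of the gene and covered the start of another annotated Mcm7 transcript, at 138171266. Mcm2, Mcm4 and Mcm6 had no peak within 1000 bp of a transcript start, and the peaks nearest their starts were 56502, 42768 and 57121 bp away.

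**Figure D4:**
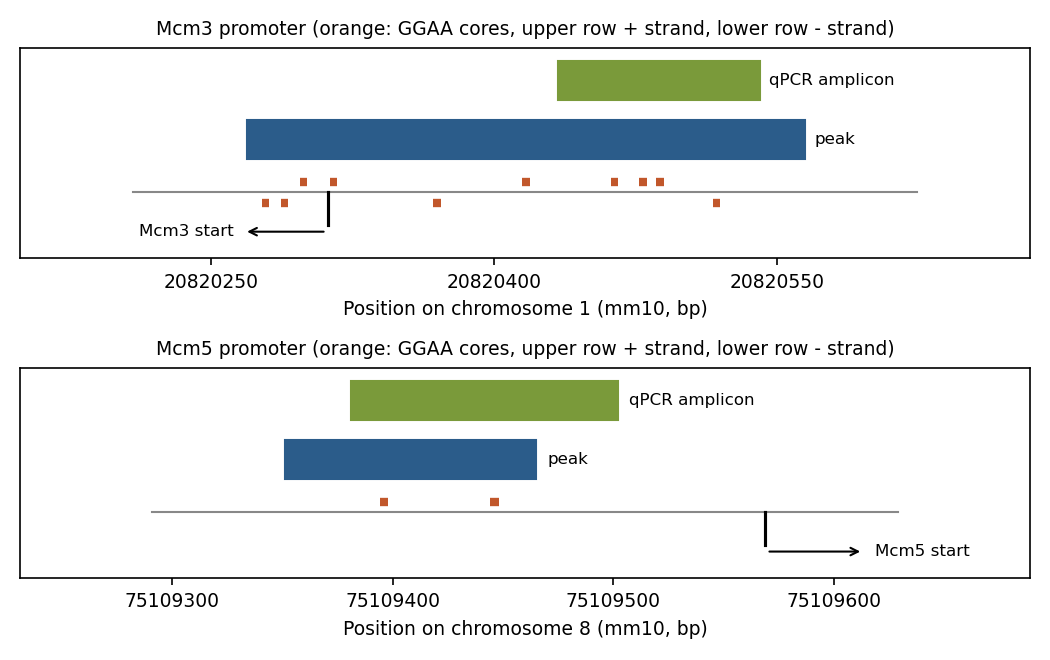
Maps of the Mcm3 and Mcm5 promoters on mm10 (x axis, position in bp), with the ChIP-seq peak (blue), the ChIP-qPCR amplicon (green), GGAA cores within the peak (orange, by strand) and the gene's start and direction (arrow). The Mcm3 peak covers the start and holds 10 cores, and the Mcm5 peak ends 105 bp upstream of the start and holds 2.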

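Within the ChIP-seq peak at Mcm3, a pair of GGAA cores on the minus strand, the strand of the gene, start 10 bp apart, at 20820277 and 20820287 of chromosome 1. They lie 32 and 22 bp downstream of the annotated start, in CCGTGGCGGGAAAACTTGGGAAGTTTTGGC (20820269 to 20820298, minus strand). Neither core is preceded by CC as in the consensus. The Mcm5 and Cox5b peaks and the peak over the Gabpa start hold no pair with this spacing. Across the whole list, 153 of the 6782 peaks (2.26%) hold 2 GGAA cores on the same strand 10 bp apart. The mean over the other spacings from 6 to 20 bp was 198.5 peaks, raised by the 425 peaks at 6 bp. The count at 10 bp was 0.771 of that mean. Of the 15 spacings 12, with 10 bp itself among them, had as many peaks or more. In the flanking windows the spacing of 10 bp was in 168 of 13424 (1.25%), which was 0.934 of their mean over the other spacings. With GGAAG in place of GGAA the ratio in the peaks was 0.510. The alternative that moved it most was a spacing of 6 bp, chosen after seeing the data, with a ratio of 2.37.

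**Figure D5:**
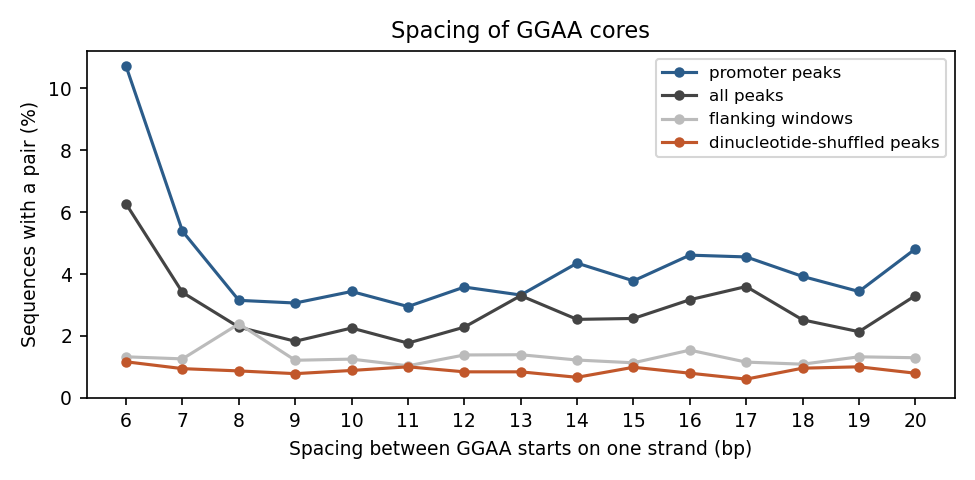
Share of sequences (y axis, percent) with a pair of GGAA cores on the same strand at each spacing from 6 to 20 bp (x axis), for promoter peaks, all peaks, flanking windows and dinucleotide-shuffled peaks. At 10 bp the share in all peaks is 2.26%, within the range of the other spacings, and the highest point of all peaks and of promoter peaks is at 6 bp.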

Notably, the proximal promoter region of *Mcm3* contained two GABP motifs that were 10-bp apart (Fig. 5c), which aligned well with the 10.5-bp periodicity of double-helical B-DNA and might act synergistically to recruit a GABPα_2_β_2_ tetrameric complex^14^. Indeed, ChIP-qPCR experiments validated the binding of GABPα to *Mcm3* and *Mcm5* promoters in both CD4^+^ and CD8^+^ T cells (Fig. 5d). We further tested the functional relevance of Mcm3 in the GABPα-dependent cell cycle regulation via small hairpin RNA (shRNA) knockdown experiments (Supplementary Fig. 8). Knocking down Mcm3 in WT T cells resulted in reduced incorporation of EdU in response to anti-CD3 and anti-CD28 stimulation, which partially phenocopied the loss of GABPα (Supplementary Fig. 8).

In addition to the Mcm complex, another major component of cell cycle regulation is the ordered expression of cyclins and cyclin-dependent kinases (CDKs)^31^. D-type cyclins and their catalytic partners, CDK4 and CDK6, are the first integrators of extracellular stimuli^32^. Following their induction in early G1 phase, cyclin D-CDK4/6 complexes phosphorylate key substrates, including Rb, leading to the release of E2F transcription factors and transition into S phase^32^. Intriguingly, while enhanced expression of Mcm3 and Mcm5 proteins was observed in WT cells following T-cell activation, expression of these proteins was greatly attenuated in GABPα-null T cells (Fig. 5e). In contrast, the induction of cyclin D2 and CDK6 was not affected by the loss of GABPα (Fig. 5e), demonstrating that GABPα controls the cell cycle entry of T cells by specifically modulating the Mcm-dependent pathway.

### Cell-intrinsic role of GABPα in T-cell homeostatic proliferation

Having established a critical role of GABPα in T-cell cycle progression in vitro, we wished to investigate whether GABPα was required for T-cell homeostatic proliferation in vivo. To this end, we purified naive CD4^+^ and CD8^+^ T cells from congenically marked WT and KO mice, mixed them at 1:1 ratio, and labeled them by CFSE staining. We transferred these cells intravenously into Rag1-deficient or the sublethally irradiated C57/BL6 recipients (Fig. 6a), and assessed cell proliferation 7 days post transfer. In both Rag1-deficient and the irradiated C57/BL6 recipients, KO T cells exhibited reduced proliferation, and were out-competed by their WT counterparts (Fig. 6b). These findings indicate that GABPα deficiency impairs T-cell homeostatic proliferation in vivo.

**Fig. 6:**
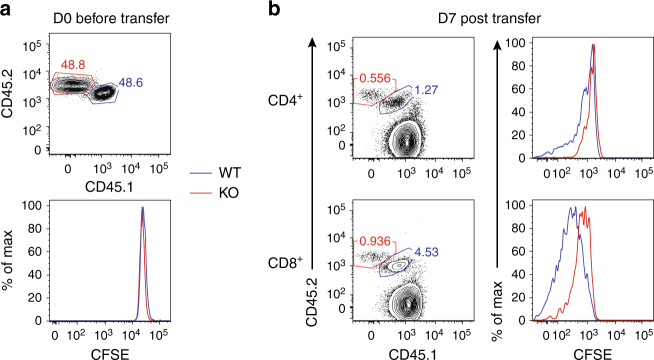
A cell-intrinsic role of GABPα in control of T-cell homeostatic proliferation in vivo. CD4^+^ or CD8^+^ T cells from WT (CD45.1/CD45.2) and KO (CD45.2/CD45.2) mice were mixed at a 1:1 ratio and transferred into Rag^−/−^ or sublethally irradiated C57/B6 recipients (CD45.1/CD45.1). **a** The WT and KO CD8^+^ T-cell populations before transfer. The staining of the cytosolic dye CFSE was comparable between WT and KO cells. **b** Representative flow cytometric plots of transferred WT and KO cells in sublethally irradiated C57/B6 recipients at day 7 post transfer. Data represent at least three independent experiments

### GABPα is required for antigen-induced T-cell responses in vivo

To determine the function of GABPα in antigen-induced T-cell responses in vivo, we used a *Listeria monocytogenes* infection model. We used the *L. monocytogenes* strain that expresses ovalbumin (OVA) as a model antigen (LM-OVA). Clearance of the bacteria is mediated by T cells, among which CD8^+^ T cells provide the most substantial contribution to the protective immunity^33^. We crossed *Gabpa* ^*f/f*^ mice to the OT-1 transgenic background to generate OVA-specific CD8^+^ T cells (OT-1 cells), and subsequently bred the *Gabpa* ^*f/f*^ *OT-1* mice with mice harboring the *CD8* ^*Cre*^ transgene. GABPα-replete and -depleted OT-1 cells were purified from cogenically marked mice, mixed at 1:1 ratio and stained with CFSE dye (Fig. 7a). T cells were transferred to recipient mice expressing a different congenic marker, which were subsequently challenged with a sublethal dose of LM-OVA. OT-1 cell responses in the spleen and liver, two major target organs of *L. monocytogenes* infection, were analyzed at days 3 and 7 post transfer. Compared with the WT OT-1 cells, a substantially lower proportion of KO OT-1 cells underwent cell division at day 3 (Fig. 7b, d). As a consequence, KO OT-1 cells were markedly out-numbered by WT OT-1 cells at day 7 (Fig. 7c, e).

**Fig. 7:**
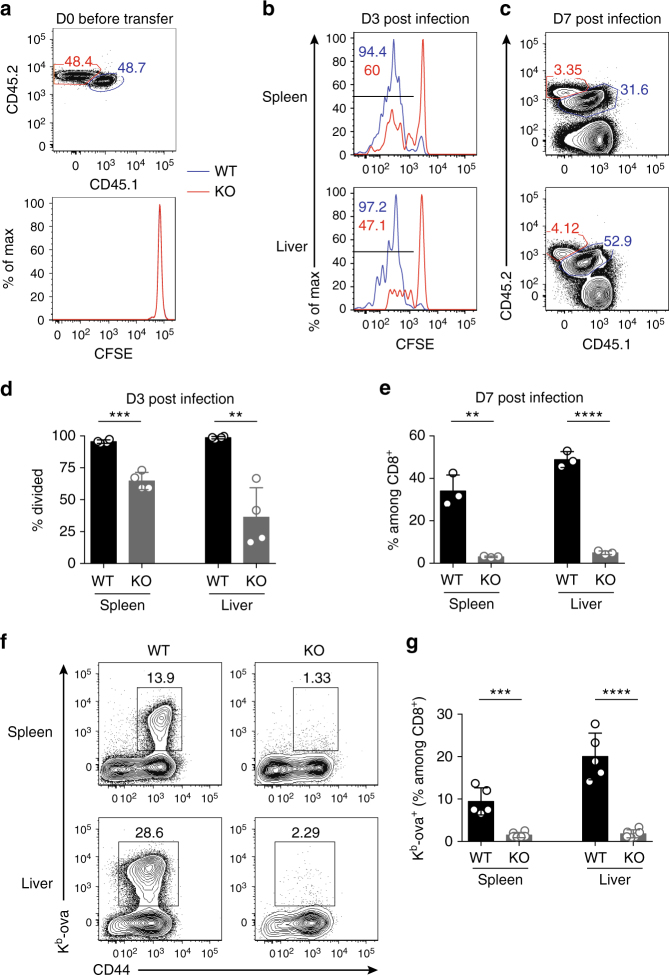
GABPα controls T cell responses to *L. monocytogene*s infection. **a**–**e** OT-1 cells from *Gabpa* ^*f/f*^ *OT-1* (WT, CD45.1/CD45.2) and *CD8* ^*Cre*^ *Gabpa* ^*f/f*^ *OT-1* (KO, CD45.2/CD45.2) mice were mixed at a 1:1 ratio and transferred into WT recipients (CD45.1/CD45.1). The recipients were infected with LM-OVA a day after the cell transfer. **a** The WT and KO OT-1 T cells before transfer. **b** Dilution of CFSE at day 3 post infection. **c** Representative flow cytometric plots of transferred WT and KO cells at day 7 after inoculation. **d** Fractions of cells that have diluted CFSE at D3 p.i. **e** Enumeration of WT and KO cells at D7 p.i. 4 mice (D3 p.i.) or 3 mice (D7 p.i.) were included. **f**, **g** *Gabpa* ^*f/f*^ (WT) and *CD4* ^*Cre*^ *Gabpa* ^*f/f*^ (KO) mice were infected with LM-OVA. At day 7 post infection, OVA-specific CD8^+^ T-cell responses were analyzed by the staining of K^b^-ova tetramer. **f** Representative flow cytometric blots of CD44 and K^b^-ova staining in CD8^+^ T cells from spleen and liver. **g** Fractions of K^b^-ova^+^ T cells among the CD8^+^ population. Data represent three–five mice per genotype analyzed in at least three independent experiments. Bars are mean ± SEM with an unpaired *t*-test, ns = not significant, **P < 0.01, ***P < 0.001, ****P < 0.0001

Given the striking defects GABPα-null OT-1 cells exhibited upon LM-OVA infection, we next examined the endogenous T-cell responses in *CD4* ^*Cre*^ *Gabpa* ^*f/f*^ mice. Seven days after the LM-OVA inoculation, a sizeable OVA-specific (K^b^-ova^+^) CD8^+^ T-cell population was found in WT mice (Fig. 7f, g). However, this antigen-specific subset was barely detectable in *CD4* ^*Cre*^ *Gabpa* ^*f/f*^ mice (Fig. 7f, g). The very limited pool of OVA-specific CD8^+^ T cells in *CD4* ^*Cre*^ *Gabpa* ^*f/f*^ mice was composed of comparable percentages of IL-7Rα^hi^KLRG1^lo^ memory-precursor effector T cells and IL-7Rα^lo^KLRG1^hi^ short-lived effector T cells as their WT counterparts (Supplementary Fig. 9a, b). In addition, compared with GABPα-replete cells, GABPα-deficient K^b^-ova^+^ cells expressed similar levels of the cytotoxic molecule, granyzme B, as well as comparable or slightly reduced levels of the pro-inflammatory cytokine IFN-γ (Supplementary Fig. 9c, d). Taken together, these observations demonstrate that GABPα plays a crucial, cell-autonomous role in promoting antigen-specific T-cell responses.

## Discussion

GABP has been shown to regulate early T-cell development^18, 25^, yet its function in mature T cells has not been studied. Using a *CD4* ^*Cre*^ conditional knockout system, we found that GABPα deficiency substantially impaired peripheral T-cell homeostasis while thymic development was largely unperturbed. Notably, the reduction of naive T cells was independent of IL-7Rα, which is a previously documented target of GABPα^18^. In addition, GABPα-deficient T cells showed compromised activation, proliferation, and survival in response to antigenic stimulation in vitro. Mechanistically, by coupling transcriptome analysis with ChIP-seq, we identified GABPα as a vital regulator of cellular redox homeostasis, DNA replication, and cell cycle progression. Subsequent experiments further established the importance of GABPα-dependent transcriptional program in the control of T-cell-mediated adaptive immunity in vivo, as depletion of GABPα undermined T-cell homeostatic proliferation in lymphopenic environment as well as antigen-induced responses to microbial infection.

A surprising yet critical finding of this present study is that GABPα is superfluous for IL-7Rα expression in mature T cells. Based on an earlier study, GABPα bound to a GGAA motif in the *Il7r* 5′ regulatory region, and knockdown of GABPα reduced IL-7Rα expression in vitro^18^. However, we found that neither the mRNA or protein level of *Il7r* was perturbed by GABPα ablation in mature T cells. Nor did we observe any GABPα-binding peak in the *Il7r* locus from our ChIP-seq. One plausible explanation for this discrepancy is the redundancy among the large Ets family transcription factors. It is possible that other Ets proteins that are highly expressed in peripheral T cells compete with GABPα in DNA binding, since they recognize and bind similar cognate DNA sequences^6^. Indeed, several genome-wide ChIP experiments revealed co-occupancy of the same genomic regions by multiple Ets proteins^34–36^. An alternative explanation is that other transcription factors and cofactors are recruited to the *Il7r* regulatory region in peripheral T cells, thus precluding the access of GABPα. Consistent with this notion, Foxo1 has been shown to bind a conserved site in the *Il7r* proximal promoter^28^, which overlaps with the proposed GABPα-binding motif^18^. Moreover, the transcriptional repressor Gfi-1 has also been implicated in the regulation of *Il7r* expression^37^. The functional interaction between GABPα and these transcription factors awaits further investigation.

Our findings here demonstrate that GABPα facilitates homeostatic proliferation of naive T cells as well as clonal expansion of antigen-specific T cells. On the molecular level, GABPα regulates multiple genes involved in DNA replication and cell cycle progression, among which include the *Mcm* genes. Proper assembly, loading, and activation of the Mcm2-7 helicase complex are crucial for DNA replication^30^. Because yeast contains stable levels of Mcm mRNAs and proteins during cell cycle, the majority of studies have focused on the loading and subsequent activation of Mcm complexes rather than transcriptional regulation of *Mcm* genes^30, 38^. Nevertheless, several studies revealed that mammalian cells show a dramatic upregulation of Mcm mRNAs in response to mitogenic cues, such as serum stimulation of resting fibroblasts and stimulation of human primary T cells with CD3/CD28 antibodies^39, 40^. Silencing *Mcm* genes in T cells causes premature chromatid separation and gross genomic instability^39^, implying that although poorly understood, the transcriptional mechanism of Mcm expression is, at least in part, central to the regulation of Mcm activities. To date, E2F has been the only transcription factor implicated in the *Mcm* transcription^41, 42^. In this report, we identified GABPα as another key transcription activator of the *Mcm* genes in T cells. Our future work will explore whether GABPα collaborates with the E2F transcription factors in this regulation and how it occurs.

In fact, GABPα-mediated cell cycle control has been implicated in previous studies. A report on mouse embryonic fibroblasts showed that GABP modulates the expression of *Tyms*, *Skp2*, and *Pola1* through a cyclin D-CDK4/6-independent pathway^16^. In line with this report, we found that GABPα-deficient T cells contained reduced levels of *Tyms*, *Skp2*, and *Pola1* mRNAs, while the expression of cyclin D2 or CDK6 was not affected. Additionally, we identified weak binding peaks of GABPα in the promoter regions of *Tyms*, *Skp2*, and *Pola1*, although their intensity was lower than our stringent cutoff. These findings indicate that GABPα-mediated cell cycle regulation might be broadly applicable. Indeed, cell cycle blockade caused by GABPα depletion was observed in other cell types, including hematopoietic stem cells, vascular smooth muscle cells, and a human liver carcinoma cell line^16, 22, 23, 43^.

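In the deposited list, no peak lay within 1000 bp of a transcript start of Tyms (ENSMUSG00000025747.12, chromosome 5 from 30058202 to 30073617, minus strand), and the nearest was 337495 bp from its start. Skp2 (ENSMUSG00000054115.11, chromosome 15 from 9111985 to 9155425, minus strand) has 5 annotated transcripts. A peak of 140 bp from 9140450 to 9140589, which holds CGGAAG, was 14836 bp inside the gene as annotated and 11 bp upstream of the start of a protein-coding transcript, at 9140439. At Pola1 (ENSMUSG00000006678.6, chromosome X from 93304767 to 93632155, minus strand) the list holds a peak of 153 bp from 93632148 to 93632300, which covers the gene's start. Its width was at the 48.0th percentile of the list, and of its 4 GGAA cores the core on the plus strand at position -72 from the start reads CCGCCCGGAAGGCCAC. All 36-base sequences of this peak occur only 1 time in the genome.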

Besides the cell cycle arrest, GABPα-deficient T cells are more prone to cell death. The survival defects can be partially attributed to the abortive cell division, yet additional GABPα-mediated programs can contribute to this phenotype. We found that various cellular metabolic processes were deregulated in GABPα-deficient T cells, which was associated with disrupted antioxidant defense and reduced cellular fitness. In line with our observations, knockdown or depletion of GABPα triggered augmented cell death in mouse hematopoietic stem cells and a human liver carcinoma cell line, despite that different mechanisms were proposed^23, 29^. Initially identified as nuclear respiratory factor 2, GABP has been shown to control both mitochondrial DNA genes and nuclear genes^10, 15, 44^. Although we did not observe a loss of mitochondria mass (data not shown), numerous components of the tricarboxylic acid cycle and electron transport chain were expressed at low levels in GABPα-deficient T cells. We will elucidate the impact of GABPα on different metabolic programs in mature T lymphocytes in our future studies.

In conclusion, in this report we have identified a critical role for GABP in naive T-cell homeostasis and antigen-stimulated effector responses. This was mediated in part by GABP control of cell cycle progression and cellular metabolism. Manipulation of the GABP pathway may provide novel therapeutic strategies for T-cell-mediated disorders, including infectious diseases and autoimmunity.

## Methods

### Mice

All mice were on C57BL/6 background. The *GABPa* ^*f/f*^ mouse strain was kindly provided by Dr Steve Burden (New York University)^26^. The *CD4-Cre* and OT-1 transgenic mice were described previously^28, 45^. *CD8* ^*−*^ *Cre* ^46^ and CD45.1^+^ mice were purchased from Jackson Laboratory. In all experiments, littermate controls were used when possible. Both male and female mice were included. All mice were maintained under specific pathogen-free conditions, and all animal experimentation was approved by the Institutional Animal Care and Use Committee of Memorial Sloan Kettering Cancer Center.

### Cell isolation

After whole-body perfusion with 50 ml of heparinized PBS, lymphocytes were isolated as follows. Single-cell suspensions were prepared from spleens and peripheral (axillary, brachial, and inguinal) lymph nodes by tissue disruption with glass slides. To isolate cells from the liver, tissues were finely minced and digested with 1 mg/ml Collagenase D (Worthington) for 30 min at 37 °C. After the digestion, cells were filtered through 70 μM cell strainer, layered in a 44 and 66% Percoll gradient (Sigma), and centrifuged at 3000 rpm for 30 min without brake. Cells at the interface were collected and analyzed by flow cytometry.

### T-cell culture

Naive (CD25^-^CD62L^hi^CD44^lo^) CD4^+^ and CD8^+^ T cells were purified from spleen and lymph nodes of *Gabpa* ^*f/f*^ (WT) and *CD4* ^*Cre*^ *Gabpa* ^*f/f*^ (KO) mice by flow cytometry sorting (BD FACS Aria). Sorted T cells were cultured with plate-bound α-CD3 (Clone 145-2C11, coated overnight, 5 μg/ml), soluble α-CD28 (Clone: 37.51, 2 μg/ml) and IL-2 (100 U/ml), or with IL-7 (10 ng/ml) for indicated time periods. For EdU incorporation experiments, the cells stimulated with were α-CD3/28 and IL-2 for 22 h and EdU (10 μM) was added into the culture for 2 h.

### shRNA knockdown

Short hairpin RNA targeting Mcm3 or scramble sequences were packed into a retroviral vector expressing GFP, and transfected into HEK293T cells with calcium phosphate. Naive CD8^+^ T cells isolated from WT C57BL/6 mice were activated with plate-bound α-CD3 (coated overnight, 5 μg/ml), soluble α-CD28 (2 μg/ml), and IL-2 (100 U/ml) for 18 h and were transfected with shRNA expressing retrovirus and sorted based on their GFP expression. Cells were rest for 18 h prior to EdU incorporation assessment. The shRNA sequence for Mcm3 is: GATTGCCTGTAATGTGAAGCAGATGAGTA.

### Adoptive transfer of T cells

CD4^+^ or CD8^+^ T cells from *Gabpa* ^*f/f*^ (WT, CD45.1/CD45.2) and *CD4* ^*Cre*^ *Gabpa* ^*f/f*^ (KO, CD45.2/CD45.2) mice were purified by flow cytometric sorting (BD Aria 2), mixed at a 1:1 ratio, stained with CFSE (5 μM final concentration at room temperature for 5 min), and transferred into Rag-deficient or sublethally irradiated WT recipients (CD45.1/CD45.1) via intravenous injection. A total number of 2 × 10^6^ cells were transferred into each recipient. Spleen and lymph nodes were analyzed 7 days after transfer.

For OT-1 transfer experiment, OT-1 cells from *Gabpa* ^*f/f*^ *OT-1* (WT, CD45.1/CD45.2) and *CD8* ^*Cre*^ *Gabpa* ^*f/f*^ *OT-1* (KO, CD45.2/CD45.2) mice were purified by flow cytometric sorting (BD Aria 2), mixed at a 1:1 ratio, stained with CFSE (5 μM final concentration), and intravenously transferred into WT recipients (CD45.1/CD45.1). A total number of 1.5 × 10^5^ OT-1 cells were transferred (7.5 × 10^4^/genotype).

### *Listeria monocytogenes* infection

For the study of primary immune response, mice were intravenously infected with 5 × 10^3^ colony-forming units (cfu) of *Listeria monocytogenes* expressing ovalbumin (LM-OVA), and spleens and livers were isolated for analysis 7 days after infection. For OT-1 transfer experiments, mice that had received OT-1 cells were intravenously infected with 1 × 10^5^ cfu of LM-OVA 1 day after the adoptive T-cell transfer. Spleens and livers of the infected mice were analyzed 3 and 7 days post infection.

### Flow cytometry

Fluorochrome-conjugated antibodies against CD45.1 (clone 104), CD45.2 (A20), TCR-β (H57-595), CD4 (RM4-5), CD8 (17A2), CD25 (PC61.5), CD44 (IM7), CD62L (MEL-14), CD69 (H1.2F3), IL-2 (JES605H4), IL-7Rα (A7R34), IFN-γ (XMG1.2), and KLRG-1 (2F1) were purchased from eBioscience. Anti-GzmB (GZ11) was purchased from Invitrogen. All antibodies were tested with their respective isotype controls. PE-conjugated K^b^-ova tetramer was obtained from the Tetramer Core Facility at Memorial Sloan Kettering Cancer Center. Cell surface staining was performed by incubating cells with specific antibodies for 30 min on ice in the presence of 2.4G2 mAb to block FcγR binding. IL-2 staining was carried out using the intracellular cytokine staining kits from BD Biosciences. To determine cytokine expression, isolated cells were stimulated with 50 ng/ml phorbol 12-myristate 13-acetate (Sigma), 1 mM ionomycin (Sigma), and GolgiStop (BD Biosciences) for 4 h prior to staining. For IFN-γ expression of LM-OVA-infected mice, lymphocytes were stimulated with 10 nM SIINFEKL peptide in the presence of GolgiStop (BD) for 5 h at 37 °C. Apoptotic cell death staining was performed with Annexin V staining kit (BD) according to the manufacturer’s instructions. Cellular ROS and mitochondrial ROS levels were determined by 2′,7′-dichlorodihydrofluorescein diacetate (H2DCFDA) and MitoSOX red staining, respectively (ThermoFisher). Incorporation of EdU was measured using the Click-iT EdU flow cytometry assay kit (Invitrogen). For all stains, dead cells were excluded from analysis by means of Live/Dead Fixable Dye (Invitrogen), DAPI, or propidium iodide (PI) stain. All samples were acquired and analyzed with LSRII flow cytometer (Becton Dickson) and FlowJo software (TreeStar).

### Gene-expression profiling

Naive (CD25^-^CD62L^hi^CD44^lo^) CD4^+^ and CD8^+^ T cells were purified from spleen and lymph nodes of *Gabpa* ^*f/f*^ (WT) and *CD4* ^*Cre*^ *Gabpa* ^*f/f*^ (KO) mice by FACS sorting. Half of the sorted naive T cells was used for the 0-h time point, whereas the other half of cells was subject to α-CD3/28 and IL-2 stimulation for 18 h. At indicated time points, cells were lysed using QIAZol reagent (Qiagen), followed by RNA extraction with the miRNeasy Mini Kit according to the manufacturer’s instructions (Qiagen). Two rounds of RNA amplification, labeling, and hybridization to M430 2.0 chips (Affymetrix) were carried out at the Genomics Core of Memorial Sloan Kettering Cancer Center. Gene-expression profiling analyses were done with R statistical environment. Affymetrix CEL files of microarray experiments were processed using the “affy” package and differential expression was assessed using “limma”^47^ package of the Bioconductor Suite (http://www.bioconductor.org/). A linear model was fitted to each gene, and empirical Bayes moderated *t*-statistics were used to assess differences in expression using limma package^47^. Empirical Bayes moderated-*t P* values were computed relative to a fold-change cutoff of 1.5-fold using WT samples. Genes were considered differentially expressed (GABPα-dependent) if they had an FDR less than 0.05.

### ChIP-seq

CD4^+^ T cells of WT mice were purified by MACS beads (Miltenyi) and fixed for 10 min at room temperature with 10% formaldehyde. Glycine was added to a final concentration of 0.125 M to quench the formaldehyde. Cells were pelleted, washed twice, and ice-cold PBS and lysed with hypotonic lysis buffer. Chromatin was sheared with Bioruptor sonicator (Diagenode) to 200–500 base pairs (bp) in length. The prepared chromatin was incubated with 5 μg anti-GABPα (sc-22810X, Santa Cruz). Immune complexes were washed and eluted. Precipitated DNA ChIP DNA and input DNA were incubated at 65 °C to reverse the crosslinking. After digestion with RNase and proteinase K, the ChIP and input DNA were purified with phenol/chloroform extraction and ethanol precipitation. The purified DNA was repaired, ligated with adapter, and amplified by PCR for 15–20 cycles. The amplified DNA was size selected by gel extraction and used for sequencing. Sequencing (36-bp single-end) was performed at the Genomics Core of Memorial Sloan Kettering Cancer Center using HiSeq (Illumina). Reads were first processed with trimmomatic to remove the adapter sequences and bases with quality scores below 20, and reads with less than 30 remaining bases were discarded^48^. Trimmed reads were then aligned to mm10 mouse genome with the bowtie aligner^49^. GABP peaks were called using MACS2 using *q* value cutoff 0.01^50^. The distribution of the peaks around the TSS was calculated using the ChIPpeakAnno package^51^. DNA motif analysis was performed with the Hypergeometric Optimization of Motif Enrichment program (HOMER)^52^.

### ChIP-qPCR

CD4^+^ T cells and of CD8^+^ T cells from WT mice were purified and processed as described in ChIP-seq. The prepared chromatin was incubated with 5 μg anti-GABPα (sc-22810X, Santa Cruz) or control rabbit immunoglobulin (2729, Cell Signaling) overnight. Precipitated DNA from the GABPα antibody and IgG control groups was analyzed by PCR with the following primers:

*Mcm3*: 5′-CAGAGAGGACGCTCAAAACC-3′ and 5′-AGAAAAACAGGGGGTGAGGT-3′;

*Mcm5*: 5′-CAAAATGGAGACCGGAAAGA-3′ and 5′-GCGGATAGCTATTGGACTGC-3′;

*Hprt1*: 5′-TGAGCGCAAGTTGAATCTG-3′ and 5′-GGACGCAGCAACTGACATT-3′.

### Gene ontology analysis

The BiNGO 3.0.3 plugin for cytoscape was used to determine which gene ontology categories were statistically enriched for the GABPα-regulated genes or GABPα direct target genes identified from the microarray and ChIP-seq experiments^53^.

### Immunoblotting

CD4^+^ and CD8^+^ T cells were purified from spleen and lymph nodes of *CD4* ^*Cre*^ *Gabpa* ^*f/f*^ mice and littermate controls by FACS sorting (BD, Aria). In the time course culture experiment, naive T cells were purified, subject to α-CD3/28 and IL-2 culture, and collected at indicated time points. Total protein extracts were dissolved in SDS sample buffer, separated on 12% SDS-PAGE gels and transferred to polyvinylidene difluoride membrane (Millipore). The membranes were probed with antibodies against GABPα (sc-22810, Santa Cruz), CDK6 (3136, Cell Signaling), Cyclin D2 (3741, Cell Signaling), Mcm3 (4003, Cell Signaling), Mcm5 (A300-195A, Bethyl Laboratories), GADPH (ab9485, Abcam), and β-actin (AC-15, Sigma), and visualized with the Immobilon Western Chemiluminescent HRP Substrate (Millipore).

### Statistical analysis

All data are presented as the mean values ± SEM. Comparisons between groups were analyzed using unpaired Student’s *t*-tests. ns = not significant, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### Data availability

Microarray and ChIP-seq data that support the findings of this study have been deposited in GEO with the primary accession code GSE101937.

## Electronic supplementary material

Supplementary Information

Peer review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

# Supplementary material for: Ets transcription factor GABP controls T cell homeostasis and immunity
**Source:** Nat Commun. 2017 Oct 20;8:1062. doi: 10.1038/s41467-017-01020-6
**Supplement:** Supplementary file 1 — Supplementary Information

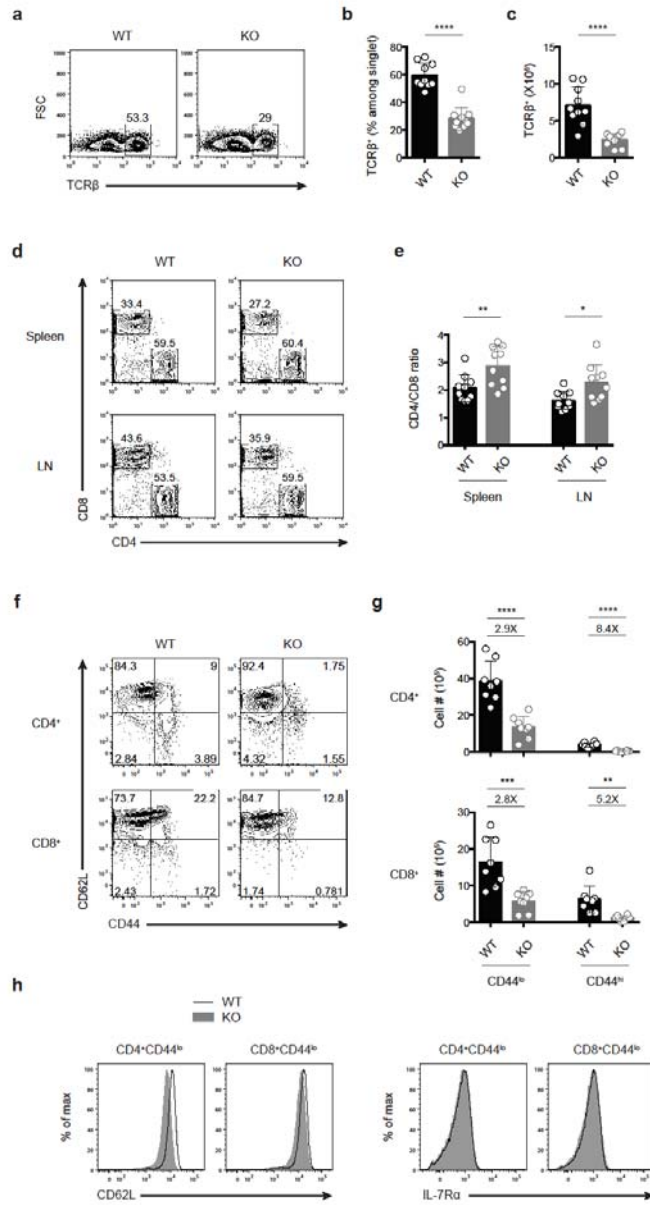

**Supplementary Figure 1: Diminished peripheral T cell populations in the T cell-specific GABPA-deficient mice.** **a**, Flow cytometric analysis of TCR $\beta$  expression on cells from peripheral lymph nodes (LNs) of *Gabpa*<sup>+/f</sup> (wild-type, WT) and *CD4*<sup>Cre</sup>*Gabpa*<sup>+/f</sup> (KO) mice. **b-c**, Fractions of TCR $\beta$ <sup>+</sup> cells among total live cells (**b**), and numbers of TCR $\beta$ <sup>+</sup> cells (**c**) in the LNs of WT and KO mice. **d**, Expression of CD4 and CD8 on TCR $\beta$ <sup>+</sup> cells from spleen and peripheral LNs of WT and KO mice. **e**, Ratio of CD4<sup>+</sup> to CD8<sup>+</sup> cells. **f**, Flow cytometric analysis of CD44 and CD62L expression on CD4<sup>+</sup> and CD8<sup>+</sup> T cells from peripheral LNs of WT and KO mice. **g**, Numbers of CD44<sup>lo</sup> and CD44<sup>hi</sup> subsets of CD4<sup>+</sup> and CD8<sup>+</sup> in the LNs of WT and KO mice. Fold changes comparing KO to WT are shown above the plots. **h**, Expression of CD62L and IL-7R $\alpha$  in CD44<sup>lo</sup> naive CD4<sup>+</sup> and CD8<sup>+</sup> T cells from LNs of WT and KO mice. Mice of 5-8 week-old were used. Data represent 8-10 mice per genotype analyzed in at least three independent experiments (mean  $\pm$  SEM; unpaired *t*-test).

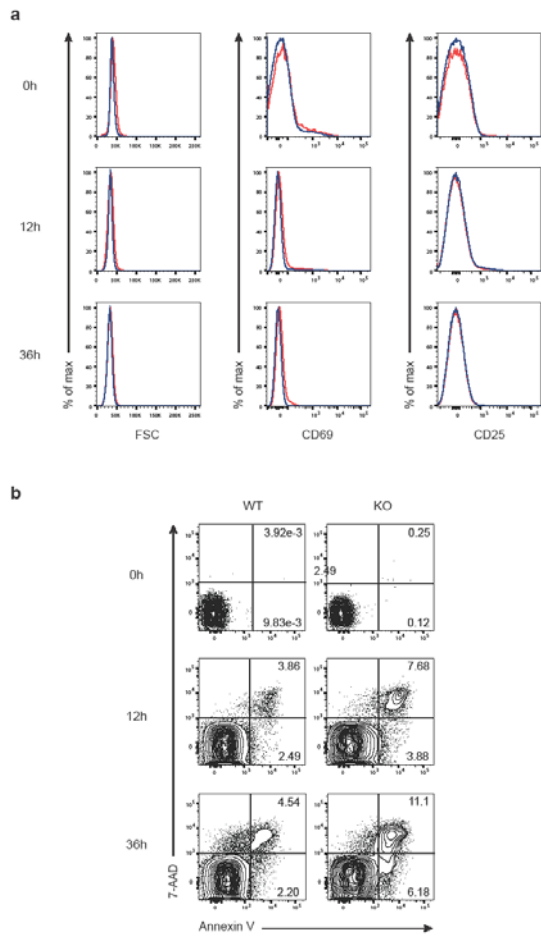

**Supplementary Figure 2: GABPα is required for naïve T cell survival *in vitro*.** Naïve (CD62L<sup>hi</sup> CD44<sup>lo</sup>) CD4<sup>+</sup> or CD8<sup>+</sup> T cells from *Gabpa*<sup>ff</sup> (WT) and *CD4<sup>Cre</sup>Gabpa*<sup>ff</sup> (KO) mice were purified by flow cytometric sorting, and were cultured in the presence of IL-7. Representative plots from CD8<sup>+</sup> T cell culture were shown. **a**, Analysis of cell size (FSC) and activation markers, CD69 and CD25, at 0h, 12h and 36h post stimulation. **b**, Cell death was assessed with Annexin V and 7-AAD staining. Data represent at least three independent experiments.

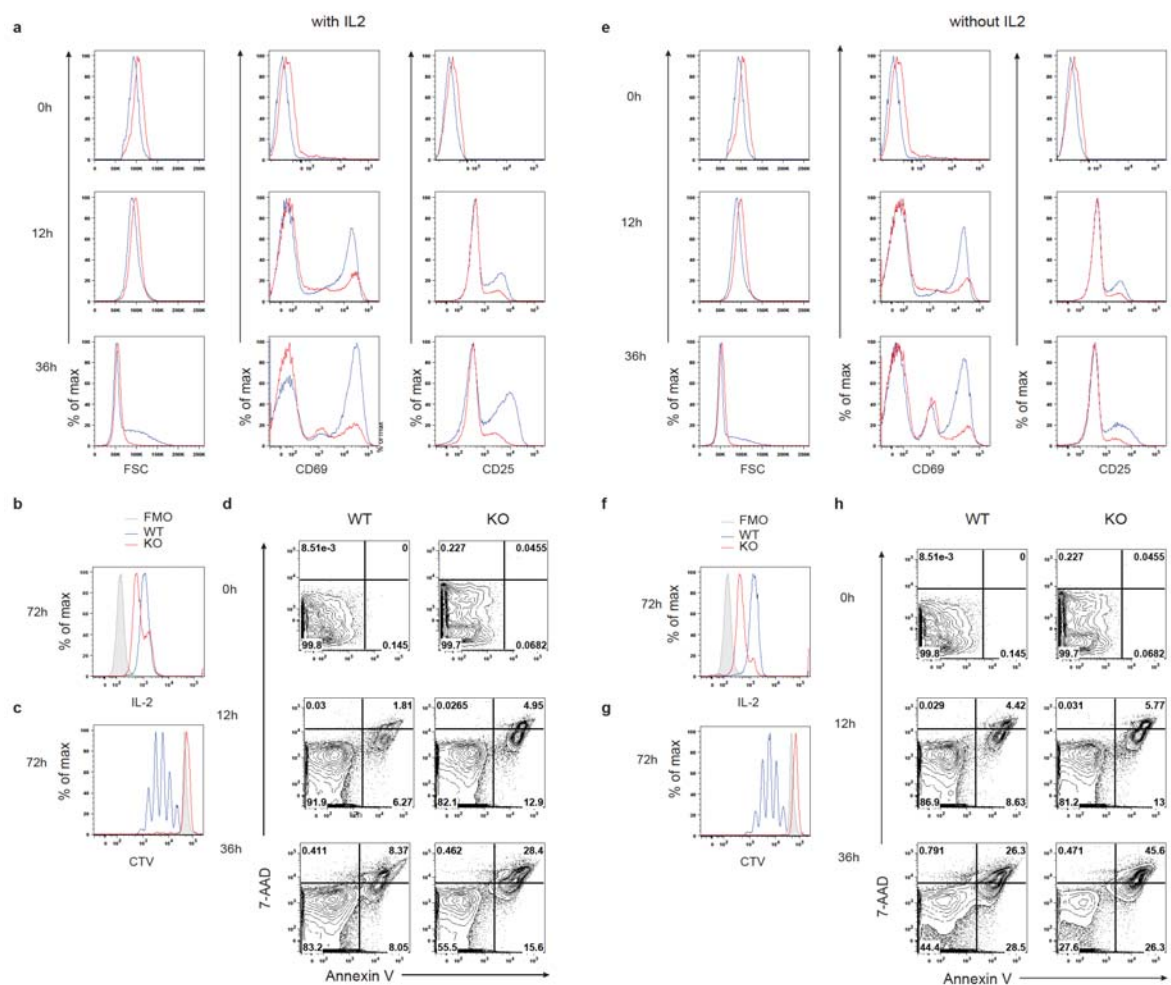

**Supplementary Figure 3: GABP $\alpha$  is required for T cell activation, proliferation and survival in response to antigen stimulation *in vitro*.** Naive (CD62L<sup>hi</sup> CD44<sup>lo</sup>) CD4<sup>+</sup> or CD8<sup>+</sup> T cells from *Gabpa*<sup>f/f</sup> (WT) and *CD4<sup>Cre</sup>Gabpa*<sup>f/f</sup> (KO) mice were purified by flow cytometric sorting, and were subjected to anti-CD3 and CD28 stimulation in the presence (**a-d**) or absence (**e-h**) of IL-2. Representative plots from CD8<sup>+</sup> T cell culture were shown. **a, e**, Analysis of cell size (FSC) and activation markers, CD69 and CD25, at 0h, 12h and 36h post stimulation. **b, f**, 72h after cell culture, WT and KO cells were restimulated with PMA and ionomycin for 4h and analyzed for the expression of IL-2 by intracellular cytokine staining. **c, g**, WT and KO cells were labeled with the cytosolic dye CFSE, and cell division was assessed by the dilution of CFSE. Grey shaded line shows CFSE level of undivided cells. **d, h**, Cell death was assessed with Annexin V and 7-AAD staining.

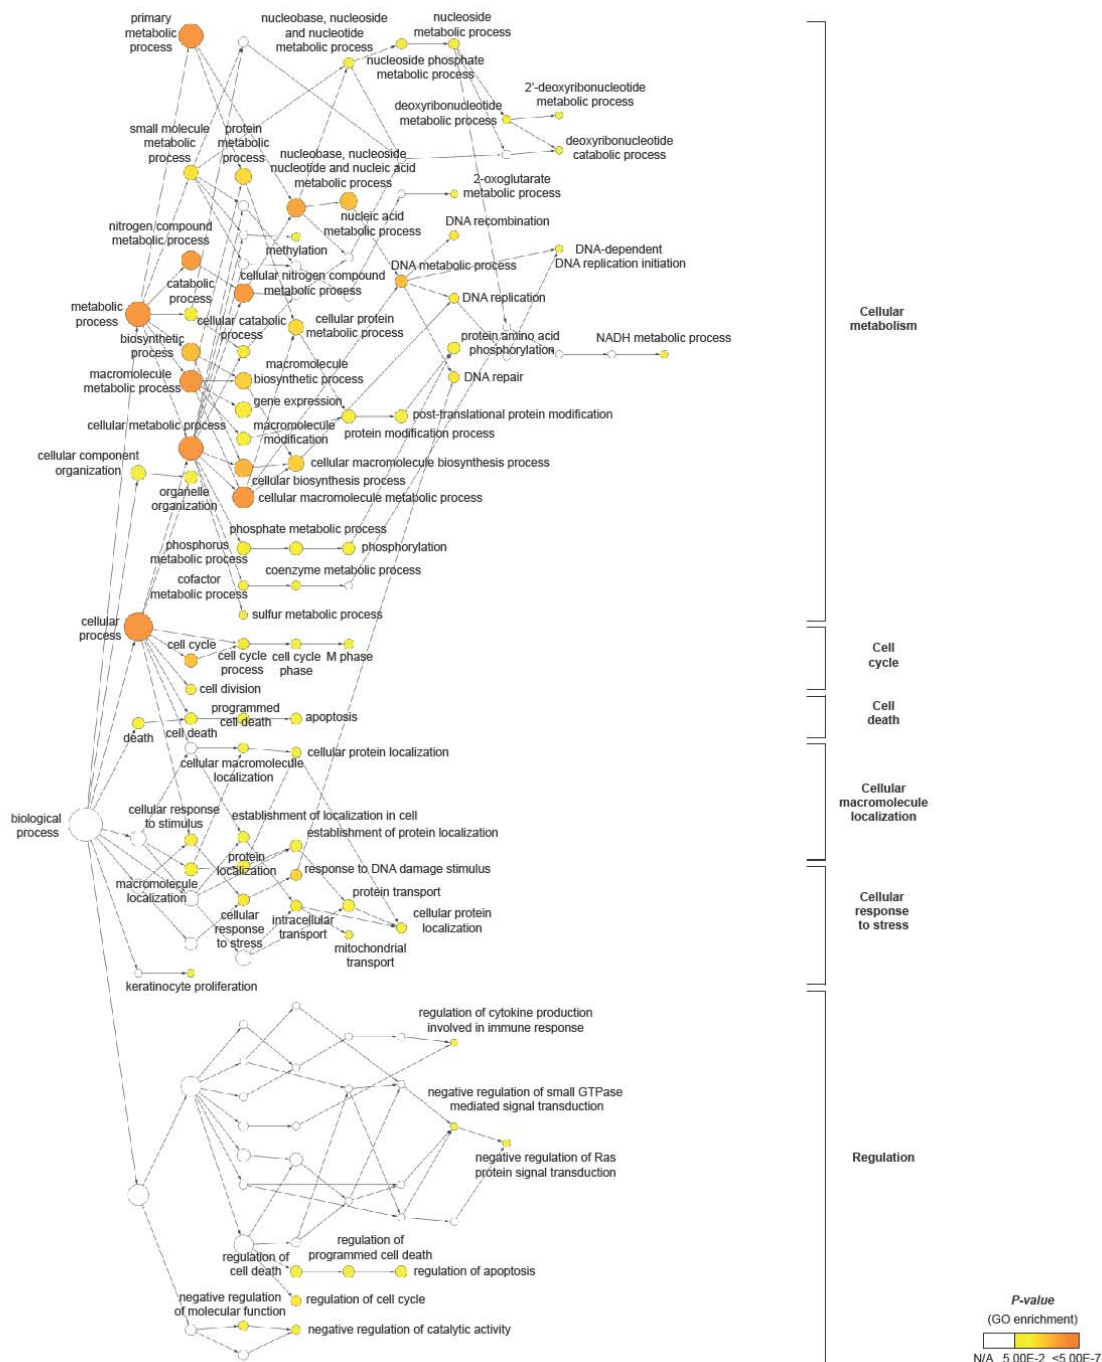

**Supplementary Figure 4: Gene ontology (GO) analysis of GABP $\alpha$ -regulated genes.** GABP $\alpha$ -regulated genes (Supplementary Table 1) were defined as: 1) differentially expressed between GABP $\alpha$ -sufficient and -deficient T cells at 0-hour or 18-hour time point or both; 2) expression changes were consistent between CD4<sup>+</sup> and CD8<sup>+</sup> T cells. The GO analysis was performed in Cytoscape using the BiNGO plug-in version 3.0.3. Presented is a reduced network showing all biological process categories that were significantly over-represented, with the color scale indicates the level of significance (adjusted  $p < 0.05$ ). The size of the circles is proportional to the number of genes in each category.

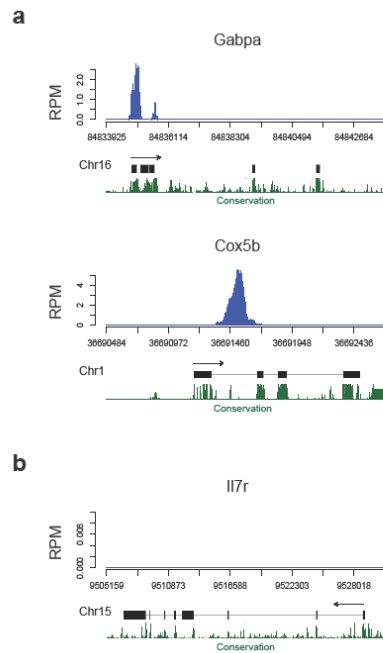

**Supplementary Figure 5: Analysis of GABP $\alpha$ -bound target genes using ChIP-seq. **a**, GABP $\alpha$ -bound regions for several previously characterized GABP target genes, *Gabpa* and *Cox5b*. **b**, ChIP-seq result of *Il7r* gene locus. Gene structure, chromosomal location, and sequence homology were shown for each region. The Y-axis represent read per million (RPM).**

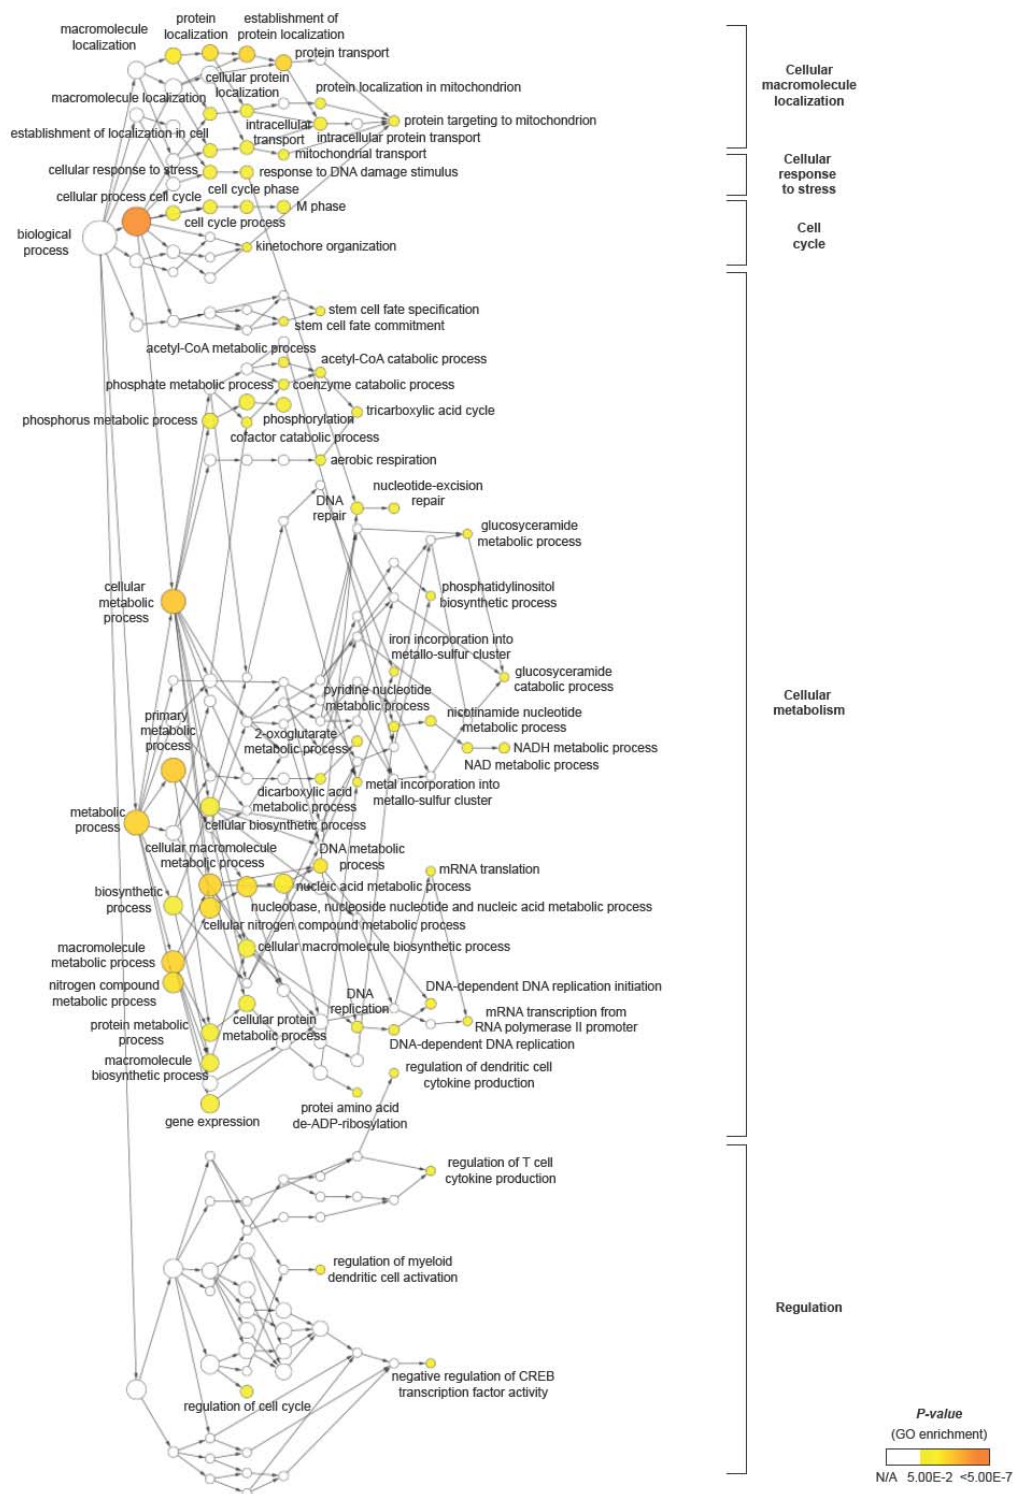

**Supplementary Figure 6: Gene ontology (GO) analysis of GABPα direct target genes.** GABPα direct target genes (Supplementary Table 4) were defined as: 1) differentially expressed between wild-type and GABPα knockout T cells at 0-hour or 18-hour time point or both; 2) expression changes were consistent between CD4<sup>+</sup> and CD8<sup>+</sup> T cells; 3) GABPα was recruited

to the gene locus in the ChIP-seq experiments. The GO analysis was performed in Cytoscape using the BiNGO plug-in version 3.0.3. Presented is a reduced network showing all biological process categories that were significantly over-represented, with the color scale indicates the level of significance (adjusted  $p < 0.05$ ). The size of the circles is proportional to the number of genes in each category.

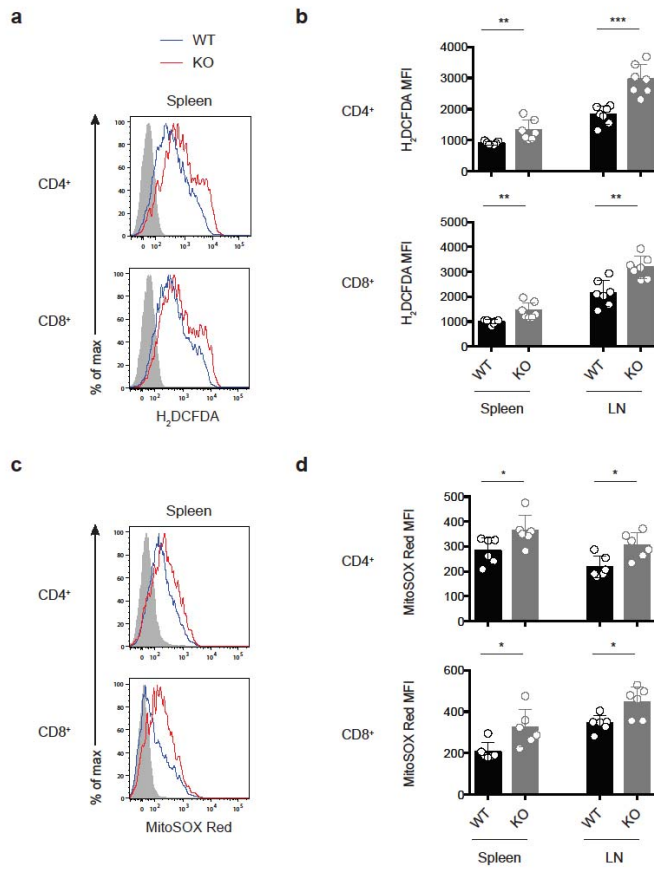

**Supplementary Figure 7: GABPA maintains cellular redox homeostasis.** CD4<sup>+</sup> or CD8<sup>+</sup> T cells from spleen and lymph nodes (LNs) of 5-8 week-old *Gabpa*<sup>f/f</sup> (WT) and *CD4<sup>Cre</sup>Gabpa*<sup>f/f</sup> (KO) mice were analyzed. **a-b**, Representative flow cytometric plots of cellular ROS level assessed by H<sub>2</sub>DCFDA staining (**a**) and the mean fluorescence index (MFI) (**b**) were shown. **c-d**, Ex vivo analysis of mitochondrial ROS level by MitoSOX Red staining (**c**) and the MFI of MitoSOX Red (**d**) were shown. Data represent 6-7 mice per genotype analyzed in at least three independent experiments (mean ± SEM; unpaired *t*-test).

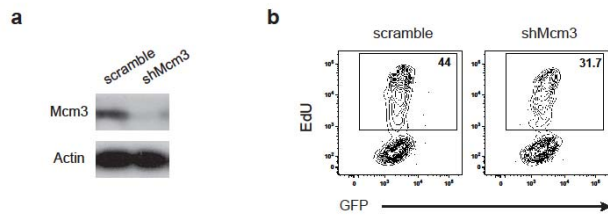

**Supplementary Figure 8: Knockdown of Mcm3 reduces T cell proliferation.** **a** Immunoblot analysis of Mcm3 knockdown by shMcm3 in wild-type CD8<sup>+</sup> T cells. Scramble shRNA was used as control. **b**, Flow cytometric analysis of EdU incorporation in the scramble and shMcm3 expressing CD8<sup>+</sup> T cells.

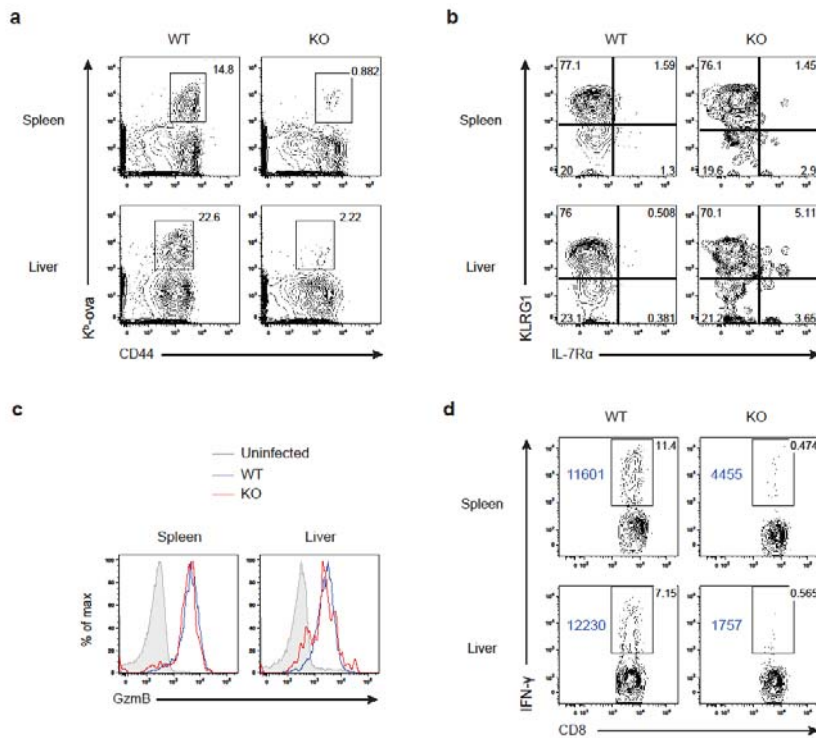

**Supplementary Figure 9: Phenotypic analysis ovalbumin-specific cells in GABPα-deficient mice post *L. monocytogenes* infection.** *Gabpa*<sup>f/f</sup> (WT) and *CD4*<sup>Cre</sup>*Gabpa*<sup>f/f</sup> (KO) mice were infected with LM-OVA. At Day 7-post infection, OVA-specific CD8<sup>+</sup> T cell responses were analyzed by the staining of K<sup>b</sup>-ova tetramer. **a**, Representative flow cytometric blots of CD4 and K<sup>b</sup>-ova staining in CD8<sup>+</sup> T cells from spleen and liver. **b**, Flow cytometric analysis of KLRG-1 and IL-7Rα expression of K<sup>b</sup>-ova<sup>+</sup> CD8<sup>+</sup> T cells from spleen and liver. **c**, Granzyme B (GzmB) expression in K<sup>b</sup>-ova<sup>+</sup> CD8<sup>+</sup> T cells from spleen and liver. **d**, Production of IFN-γ in WT and KO CD8<sup>+</sup> T cells after restimulation with SIINFEKL peptide. Percentage of IFN-γ<sup>+</sup> cells of CD8<sup>+</sup> T cells was shown in black, and IFN-γ MFI was shown in blue.

**a** Fig 1a WB images

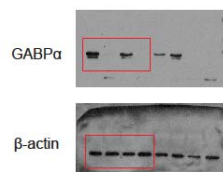

**b** Fig 5e WB images

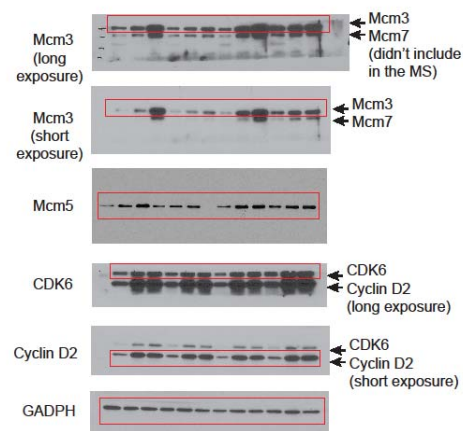

**Supplementary Figure 10: Uncropped images for immunoblotting experiments shown in the figures.**

# Supplementary material for: Ets transcription factor GABP controls T cell homeostasis and immunity
**Source:** Nat Commun. 2017 Oct 20;8:1062. doi: 10.1038/s41467-017-01020-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Differentially expressed genes in GABPa-deficient T cells (1.5X or greater, either 0hr or 18hr, shared between CD4 and CD8)

File Name: Supplementary Data 2

Description: Gene ontology analysis of GABPa-regulated genes (differentially expressed genes listed in Supplementary Table 1)

File Name: Supplementary Data 3

Description: Complete list of candidate binding sites detected in GABPa ChIP-Seq

File Name: Supplementary Data 4

Description: Complete list of putative direct target genes of GABPa

File Name: Supplementary Data 5

Description: Gene ontology analysis of GABPa direct target genes

How the deposited data were processed for this re-analysis (not part of the article)

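GABPα binding was measured by ChIP-seq in CD4+ T cells of wild-type mice, with 1 ChIP library and 1 input library. The authors trimmed 36-bp reads with trimmomatic, aligned them to mm10 with bowtie, called peaks with MACS2 at a q value cutoff of 0.01 against the input, and deposited the intervals of the peaks. The deposited list has positions and an empty score column, so it carries no count, height, fold or q value per peak. The depth of the libraries is therefore unknown, and the precision given is that of counting peaks. The input library entered only through the authors' peak calling. The expression arrays, ChIP-qPCR and flow cytometry of the paper were not analysed here.

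Peaks were set on the chromosome sequences of GRCm38.p6, the build called mm10, with starts in the list taken as 0-based, and on the GENCODE M21 annotation. Classes followed those of Fig. 4a. The paper names the ChIPpeakAnno package for the distribution of the peaks but its text does not give the settings, so a promoter of 1000 bp upstream of a transcript start, an immediate downstream region of 1000 bp and the order of classes were assumed. Random placements were made with bedtools 2.31.1 within chromosomes, outside gaps of the assembly, 1000 times for the classes and 100 times for the share of soft-masked peaks. Motifs were counted as exact sequences on both strands in the peaks, in windows of the same widths 2000 bp to either side that overlap no peak, and in dinucleotide-shuffled sequences. A peak was called mostly soft-masked when at least 50% of its bases are in lower case in the reference. The share of its 36-base sequences that occur only 1 time in the genome, on either strand, was computed by hashing every 36-base sequence of the 21 chromosomes. Peaks outside promoters were grouped into families by blastn 2.17.0 alignments of at least 60 bp with an e-value of at most 1e-08, and copies of the sequence with the most links in each of the 6 largest families were sought in the genome at 80% of its length and 80% identity. Intervals of differences in median GC content, and of the GGAA share of promoter peaks weighted to given widths, are from 1000 bootstrap draws. A repeat annotation was not used here, so the families have no names.

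Because the score column is empty, peak width replaced the score in every ranking, as laid down for that case. The planned comparison of the score of direct-target peaks with other promoter peaks was not run, because the copy of Supplementary Data 4 used here holds 91 of the paper's 95 genes. The copy of Supplementary Data 3 used here holds the first 1989 of the 6782 rows, and each of these rows has the same start and end as a peak of the deposited list. No other use was made of it. Genes of Supplementary Data 1 were called lower or higher in KO by the authors' adjusted p-values under 0.05 and log2 fold changes of like sign in CD4+ and CD8+ cells at the same time point, and the share of each group with a peak was set beside 10000 random relabellings. Genes of 4 families (mitochondrial ribosomal proteins, cytosolic ribosomal proteins, complex I subunits and proteasome subunits) and divergent gene pairs with starts within 1000 bp of each other were compared with 10000 random gene lists matched on GC content in 20 groups.

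There is 1 library, so there are no replicates to compare and no test across replicates. Intervals are Wilson 95% intervals from scipy 1.17.1. The genes named were fixed before the data were examined: those the paper names for binding, the other members of the helicase, the targets and regulated genes named in the text, the GABP subunits and the 5 widest peaks. The alternatives covered the promoter definition, the overlap, the transcripts used, the motif, the background sequences, the width of the peaks, the window around genes and the limit for soft-masking. The scripts were tested on simulated data: all 500 motifs planted for the motif share in 2000 sequences were found, all 300 pairs planted for the core spacing in 1000 sequences were found, all 280 intervals simulated for the uniqueness of 36-base sequences were placed correctly, and for the relabelling 183 of 200 lists with a planted difference passed the 97.5% limit against 4 of 200 without one. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, pysam 0.24.0, numba 0.67.0, networkx 3.6.1, samtools 1.23.1 and matplotlib 3.10.9.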

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

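Among the tests in this part, the comparison with randomly placed soft-masked windows, the comparisons of GC content, the comparison of GGAA by family with promoter peaks, the use of shuffled sequences and the removal of repeated units for pairs 6 bp apart, and the spacing of 6 bp itself were chosen only after the result was seen.

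The paper does not discuss the peaks in repeats. Of the 3291 peaks outside promoters, 79.9% are mostly soft-masked, against 2.09% of the promoter peaks. When all peaks were placed at random, those that fell outside promoters were mostly soft-masked in 28.0% to 30.8% of cases over 100 placements, which argues against chance placement in a repeat-rich genome. Low width is not enough to explain why they seldom hold the motif: promoter peaks weighted to the widths of the other peaks hold CCGGAAG in 38.8% of cases, against 5.62%. In the 6 largest sequence families, which hold 52.4% of the peaks outside promoters, binding to GGAA cores was weighed family by family. In the families of 625 and 169 peaks, GGAA was in 49.9% and 33.7% of the peaks, together 46.5% (95% interval 43.0 to 50.0), against 94.1% of promoter peaks of the same widths (92.1 to 95.8). Extending each peak to at least 200 bp around its midpoint raised the share to 69.4% (66.1 to 72.5), against 97.501% at promoters (96.3 to 98.4) and 90.3% (89.3 to 91.3) in soft-masked windows 2000 bp away, extended in the same way. This argues against binding to a core at the peak as the whole cause there. A core farther off in the same repeat copy stays open. GGAA is in 90.1% and 100% of the copies with a peak, and in 87.3% and 100% of those without one. Copies were sought by similarity to 1 sequence per family, so they tend to share its GGAA by the way they were found. For the family of 169 peaks only 49 copies with a peak were found, so the 100% does not cover most of its peaks. In the 902 soft-masked peaks outside these families the share was 63.5% (60.3 to 66.6) against 94.5% (92.6 to 96.0), and 79.7% (76.96 to 82.2) after extension against 97.6% (96.5 to 98.5), which argues the same way. In the other 4 families the shares were 97.8%, 92.0%, 97.2% and 88.8%, together 94.8%, against 93.7% of promoter peaks of the same widths. The lowest of them, 88.8% (82.4 to 93.1), is under the 94.02% of promoter peaks of its widths, but the intervals overlap (91.9 to 95.7). Extended in the same way, the peaks of the 4 families held GGAA in 99.9% of cases (99.4 to 99.98). Promoters held it in 97.4% (96.01 to 98.4) and the soft-masked windows 2000 bp away in 90.3%. Nearly all copies of these 4 families hold GGAA, with a peak or without, so binding and the sequence of the family cannot be told apart there. GC content also stays open. The soft-masked peaks outside promoters had a median GC content 8.69 percentage points above that of soft-masked windows 2000 bp away (95% interval 8.45 to 8.87). Between copies with a peak and copies without one the difference ran from -0.446 to 2.20 points over the 6 families, above 0 with its 95% interval in 3 of them, and copies of 1 family are alike in GC content by the way they were sought. Reads shared between identical repeat copies remain a candidate explanation. In 84.7% of the soft-masked peaks outside promoters no 36-base sequence is unique in the genome and the median share of unique sequences is 0%, against a median of 66.3% in soft-masked windows placed at random, of which 18.5% have none. Soft-masked windows 2000 bp from these peaks also have a median of 0%, with none unique in 56.4%, so part of the excess belongs to the surroundings of the peaks. The largest family has 625 peaks, and the sequence with the most links in it has 75942 copies in the genome, of which 607 overlap a peak. How the aligner assigned reads with several matches, and how the input behaves at these places, stay open. The design has 1 condition, so no biological explanation tied to a condition was tested.

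Pairs of GGAA cores on the same strand whose starts lie 6 bp apart were in 425 peaks (6.27%, 95% interval 5.71 to 6.87), against 1.33% of the flanking windows, and the count was 2.37 times the mean of the other spacings. Of these peaks 374 are at promoters. The paper does not report this spacing. Base composition is argued against as the whole cause by the dinucleotide-shuffled peaks, of which 1.16% hold such a pair. Shuffling lowered the other spacings as well, at 10 bp from 2.26% to 0.885%. The spacing of 6 bp was also the most frequent in shuffled peaks, in 79 against 41 to 68 at the others. In the peaks themselves it stood farther above the others, in 425 against 120 to 244. Simple repeats with a 6-base unit are argued against as the whole cause. With pairs left out that touch soft-masked bases or whose unit continues by 2 bases on either side, 280 peaks held a pair, 2.06 times the mean of the other spacings outside soft-masked bases (95% interval 1.83 to 2.31). Promoters of protein-coding genes without a peak, with the same widths and matched on GC content, held the pair in 1.805% of cases (95% interval 1.41 to 2.30), against 10.7% of the promoter peaks (9.73 to 11.8), which argues against a general feature of promoter sequence. The most frequent sequence was GGAAGCGGAA, in 150 peaks and 0 flanking windows, followed by GGAACCGGAA in 93 peaks and 2 windows. A preference of the ChIP signal for adjacent cores is a hypothesis that remains. Peaks were compared with sequence chosen without a peak, so more GGAA in peaks raises every spacing. Set against the other spacings, the ratio at 6 bp was 2.76 in promoter peaks and 1.25 in the matched promoters. Binding by another Ets protein or of a tetrameric complex was not tested, and the design gives no condition to compare.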

How the results depend on the processing

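The alternatives added after seeing the data are the restriction to peaks with mostly unique 36-base sequences, the share of covered bases, the RefSeq annotation and the spacing of 6 bp. Of the 52 alternatives run, 44 were set before the data were examined. A value counts as unchanged when it stayed within its 95% interval or, for a count, within 1.5 times. The interval of the pair ratio of 0.771 is that of its count (0.659 to 0.901), and a distance has no interval, so any other distance counts as moved. By that rule 15 alternatives left their result unchanged, 36 moved it and 1 turned it to the other direction. Of the 15, 3 could not have changed it: the list holds only chromosomes 1 to 19, X and Y, each direct-target interval already had the same start and end as a peak, and a narrower list cannot hold more than the 0 peaks within 50 kb of Il7r. No paired analysis was possible because there is 1 ChIP library. The score of direct-target peaks was not run under any setting, and where the plan names the score, peak width was used.

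The number of peaks was 3407 at or above the median width and 3847 with mostly unique 36-base sequences, by construction of those filters. Placed at random, a mean of 6.79% of the peaks fell within 1000 bp on both sides of a transcript start, so the enrichment of 12.9-fold was 7.98-fold with that promoter. No other alternative was set beside random placements. The promoter share was 54.2% with 1000 bp on both sides of a transcript start and 54.2% with 3000 bp upstream (54.2465), 48.3% by the peak midpoint, 48.5% by an overlap of at least 50% of the peak and 46.9% with protein-coding transcripts only. It rose to 77.8% at or above the median width, 89.1% in the widest 10% and 86.9% among peaks with mostly unique sequences. It was 54.7% of the covered bases and 48.0% with the RefSeq annotation. The cause of the rise with width was not tested.

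The motif share of 31.7% depended on the sequence counted, at 86.2% for the GGAA core, 16.8% for CCGGAAGT and 43.2% for CGGAAG. It was 52.3% at or above the median width, 67.0% in the widest 10% and 54.4% among peaks with mostly unique sequences. The background was 3.38% with dinucleotide-shuffled sequences in place of flanking windows. For promoter peaks the share was 75.5% with CGGAAG, 98.4% with GGAA and 62.7% at or above the median width. For other peaks it was 3.90% when a promoter took in 1000 bp on both sides, 8.90% with CGGAAG, 73.3% with GGAA, 16.0% at or above the median width and 31.9% among peaks with mostly unique sequences. Promoter peaks exceeded other peaks under each of these alternatives.

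The share of mostly soft-masked peaks was 38.4% of all peaks, 1.37% of promoter peaks and 77.6% of other peaks when at least 90% of the width had to be soft-masked. At or above the median width it was 14.0%, 1.13% and 59.05%. The ratio of pairs 10 bp apart to the other spacings was 0.510 with GGAAG, and at the spacing of 6 bp the ratio was 2.37, above 1 where that at 10 bp was below. The distance from Il7r to the nearest peak was 955621 bp at or above the median width and 86948 bp from the transcript start. The cause was not tested for these. The difference in the share of regulated genes with a peak lay between 23.3 and 31.3 percentage points over its 3 alternatives. The unknown depth of the libraries limits what a missing peak can show, since a gene with enrichment just under the cutoff is not told apart from a gene with none.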

Differences from the paper's values

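Most of the classes in Fig. 4a differ from those computed here. The exon share, 1.30% against the paper's about 1.2% in Fig. 4a, read by eye, and the 3′ UTR share, 0.177% against about 0.2% in Fig. 4a, read by eye, were within 1.5 times. The promoter share was 51.5%, against the paper's value of about 29% in Fig. 4a, read by eye. None of the alternatives set before the data were examined closed the gap. The nearest was 46.9% with protein-coding transcripts only. The intergenic share was 30.0%, against the paper's about 59% in Fig. 4a, read by eye, and no alternative set before the data were examined closed that gap either, with 36.2% for protein-coding transcripts the nearest. The intron share was 14.6%, against the paper's about 8.8% in Fig. 4a, read by eye. Of the alternatives set before the data were examined, only the restriction to peaks at or above the median width brought it within 1.5 times, at 6.84%. Of the alternatives chosen after seeing the values, the share of covered bases gave 12.6%, within 1.5 times. The RefSeq annotation gave 15.6% and peaks with mostly unique sequences 5.20%, which were not. The 5′ UTR share was 0.708%, against the paper's about 1.8% in Fig. 4a, read by eye. It came within 1.5 times by the peak midpoint (2.52%), by an overlap of at least 50% of the peak (1.799%) and with protein-coding transcripts only (1.67%), and not under the other 4 alternatives set before the data were examined. Of the alternatives chosen after seeing the values, the RefSeq annotation gave 1.96%, within 1.5 times. The share of covered bases gave 4.55% and peaks with mostly unique sequences 1.04%, which were not. The share immediately downstream was 1.77%, against the paper's about 0.5% in Fig. 4a, read by eye. None of the alternatives set before the data were examined closed the gap, and the nearest was 0.944% with protein-coding transcripts only.

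The paper states that peaks in the promoter regions of Tyms, Skp2 and Pola1 were of lower intensity than its cutoff. For Tyms the deposited list holds no peak within 1000 bp of a transcript start. For Skp2 it holds a peak of 140 bp that lies 11 bp upstream of the start of a protein-coding transcript, on chromosome 15 from 9140450 to 9140589. For Pola1 it holds a peak of 153 bp over the gene's start, on chromosome X from 93632148 to 93632300.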

Other observations

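In this part the test of 2 starts in the same window was chosen only after the result was seen. The gene families were listed after the peaks at Mrpl16 and Mrps35 had been seen.

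A hypothesis taken from the paper's remark on Mcm3 was that GGAA cores 10 bp apart on the same strand, as marked in Fig. 5c, recur at many peaks. The count at 10 bp was 0.771 of the mean of the other spacings, which argues against it for the list as a whole. Pairs on opposite strands were not counted. It leaves open whether the pair matters at Mcm3.

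Genes of mitochondrial ribosomal proteins (Mrpl and Mrps) had a peak within 1000 bp of the gene's start in 44 of 75 cases (58.7%, 95% interval 47.4 to 69.1), against 16.4% of all 21911 protein-coding genes. Random gene lists matched on GC content had a mean of 19.1%, and none of 10000 reached the share, the highest being 36.0%. A preference for these genes beyond GC content may therefore exist in this library, though not for mitochondrial genes alone. Cytosolic ribosomal protein genes reached 65.8%, above all of 10000 lists. Complex I subunits were at 41.7%, which 77 of 10000 lists reached, and proteasome subunits at 46.2% (18 of 39), which 2 lists reached. Expression level was not used for matching, so a preference for highly expressed genes stays open.

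Divergent protein-coding gene pairs with starts within 1000 bp of each other, with 1 gene counted per pair, had a peak in 338 of 732 cases (46.2%, 95% interval 42.6 to 49.8). None of 10000 lists matched on GC content reached it. A window at a divergent pair holds 2 starts, which raises the chance of a peak. When either of 2 matched genes was allowed to have the peak, the lists had a mean of 32.7% and a highest value of 39.2%, still under the observed share. A preference for divergent promoters remains a hypothesis, found and tested on the same list, and the higher expression such genes may have was not tested.

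Chromosomes X and Y differed from the autosomes in the kind of peak. On chromosome X 22.4% of the 330 peaks were at promoters and 72.1% were mostly soft-masked, and on chromosome Y 3.57% and 94.05% of the 84 peaks. The highest promoter share was 67.2%, on chromosome 11, which also had the lowest share of mostly soft-masked peaks, 21.1%. No explanation of these differences was tested.

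Of the genes of the GABPβ subunits, Gabpb1 had a peak of 207 bp within 1000 bp of a transcript start. It lay 953 bp downstream of the gene's start and covered the start of another annotated transcript, at 126675339 on chromosome 2. Gabpb2 had no peak within 1000 bp of a transcript start, and the nearest was 10252 bp upstream of the gene's start.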
